# Retinoic Acid Is Essential for Th1 Cell Lineage Stability and Prevents Transition to a Th17 Cell Program

**DOI:** 10.1016/j.immuni.2015.02.003

**Published:** 2015-03-17

**Authors:** Chrysothemis C. Brown, Daria Esterhazy, Aurelien Sarde, Mariya London, Venu Pullabhatla, Ines Osma-Garcia, Raya al-Bader, Carla Ortiz, Raul Elgueta, Matthew Arno, Emanuele de Rinaldis, Daniel Mucida, Graham M. Lord, Randolph J. Noelle

## Abstract

CD4^+^ T cells differentiate into phenotypically distinct T helper cells upon antigenic stimulation. Regulation of plasticity between these CD4^+^ T-cell lineages is critical for immune homeostasis and prevention of autoimmune disease. However, the factors that regulate lineage stability are largely unknown. Here we investigate a role for retinoic acid (RA) in the regulation of lineage stability using T helper 1 (Th1) cells, traditionally considered the most phenotypically stable Th subset. We found that RA, through its receptor RARα, sustains stable expression of Th1 lineage specifying genes, as well as repressing genes that instruct Th17-cell fate. RA signaling is essential for limiting Th1-cell conversion into Th17 effectors and for preventing pathogenic Th17 responses in vivo. Our study identifies RA-RARα as a key component of the regulatory network governing maintenance and plasticity of Th1-cell fate and defines an additional pathway for the development of Th17 cells.

## Highlights

• Retinoic acid (RA) stabilizes Th1 fate commitment
• Signaling through RA receptor α (RARα) activates enhancers of Th1-cell-lineage-specifying genes
• RA-RARα represses Th17-cell genes in Th1 cells and constrains Th1-cell plasticity
• RA-RARα prevents development of pathogenic Th17 cells in vivo

## Introduction

Functional plasticity within cells of the innate and adaptive immune system increases the breadth of response to pathogens while also limiting responses detrimental to the host. CD4^+^ T cells diversify into distinct effector subsets upon antigenic stimulation. Cytokines and other microenvironmental factors present during T-cell priming direct differentiation via induction of lineage specifying transcription factors (TFs): T-bet is the “master” regulator for T helper 1 (Th1) cells, RORγt for Th17 cells, and GATA3 directs the Th2 program. In vivo, the presence of cells that express TFs and cytokines from opposing Th lineages indicates flexibility between those subsets. Late-stage developmental plasticity is potentially perilous: interferon-γ (IFN-γ^+^) Th17 cells have been implicated in several human autoimmune diseases including inflammatory bowel disease (Annunziato et al., 2007), juvenile idiopathic arthritis (Nistala et al., 2010), and multiple sclerosis (Kebir et al., 2009); ex-Foxp3^+^ Th17 cells play a pathogenic role in rheumatoid arthritis (Komatsu et al., 2014); and interleukin-17 (IL-17^+^) Th2 cells have been positively linked to the severity of asthma (Irvin et al., 2014). Elucidating the developmental pathways for these hybrid cells and identifying the factors that regulate Th-cell stability are therefore of critical importance.

Initial lineage specification is driven by cytokines, which activate signal transducer and activator and transcription (STAT) proteins: expression of T-bet is driven by IFN-γ-STAT1 and IL-12-STAT4 (Schulz et al., 2009); RORγt by STAT3 downstream of IL-6, IL-21, and IL-23 (Zhou et al., 2007). Less is known about the molecular mechanisms that sustain lineage identity. Epigenetic modifications stabilize gene expression and as such, are thought to play a key role in the maintenance of cell-fate commitment. However, the factors that co-ordinate chromatin changes with evolving TF networks in differentiating Th cells are not fully defined. One candidate is the vitamin A metabolite, retinoic acid (RA). RA is known to play a key role in directing the lineage fate of hematopoietic stem cells (Chanda et al., 2013), dendritic cells (DCs) (Klebanoff et al., 2013), innate lymphoid cells (ILCs) (Spencer et al., 2014), and CD4^+^ T cells (Reis et al., 2013) through activation of the nuclear RA receptor (RAR). In addition to its classical role as a transcriptional regulator, recent studies in embryonic stem cells have identified RA-RAR as an epigenetic regulator (Kashyap et al., 2013; Urvalek and Gudas, 2014). RA synthesis is dynamically controlled at sites of T-cell priming during inflammation, where RA signaling on T cells has been demonstrated (Aoyama et al., 2013; Pino-Lagos et al., 2011). These studies suggest a potential role for RA in Th-cell plasticity. Indeed, RA is critical for Th1-cell immunity (Hall et al., 2011; Pino-Lagos et al., 2011) and RA has also been implicated in Th17-cell differentiation where its impact appears to be dose dependent: physiological concentrations of RA enhance Th17-cell differentiation in vitro (Takahashi et al., 2012), yet administration of higher concentrations of RA both in vitro and in vivo negatively regulates Th17-cell responses (Mucida et al., 2007; Takahashi et al., 2012; Xiao et al., 2008). Although RARα has been identified as the critical mediator of RA actions in CD4^+^ T cells (Hall et al., 2011), to date a comprehensive analysis of the transcriptional targets of RARα in CD4^+^ T cells has not been reported and the mechanism by which RA regulates these distinct Th-cell fates remains unresolved.

Here we show that RA-RARα is critical for maintenance of the Th1-cell lineage. Loss of RA signaling in Th1 cells resulted in the emergence of hybrid Th1-Th17 and Th17 effector cells. Global analysis of RARα binding and enhancer mapping revealed that RA-RARα directly regulated enhancer activity at Th1-cell-lineage-defining genes while repressing genes that regulate Th17-cell fate. In the absence of RA signaling, infectious and oral antigen induced inflammation resulted in impaired Th1-cell responses with deviation toward a Th17-cell phenotype. These findings identify RA-RARα as a key regulatory node that acts to sustain the Th1-cell response while repressing Th17-cell fate.

## Results

### RA-RARα Regulates the Balance between Th1 and Th17 Cells

To directly assess the role of RA in Th-cell differentiation in vivo we used mice carrying a sequence encoding a dominant-negative form of the RA receptor RARα (RARα403) targeted to ROSA26 downstream of a *lox*P-flanked “stop” (lsl) cassette. As shown previously (Pino-Lagos et al., 2011), interbreeding with mice expressing Cre recombinase from the *Cd4* promoter generates *Cd4*^*cre*^dn*Rara*^*lsl/lsl*^ progeny (dn*Rara* mice) in which RA signaling is abrogated within the T-cell compartment. In contrast to *Rara*^−/−^ mice, expression of this dnRARα disrupts the RA dependent activity of RARα while retaining the ligand independent effects, allowing the specific analysis of RA-dependent functions.

To investigate the role of RA in the generation of Th-cell subsets under steady-state conditions, we determined the expression of cytokines within CD4^+^ T cells with an activated CD44^hi^ phenotype. Examination of the peripheral CD4^+^ T-cell compartment revealed equivalent frequencies and absolute numbers of CD44^hi^CD62^lo^CD4^+^ memory cells in 8-week-old dn*Rara* mice and in Cre^−^, wild-type (WT), littermate controls (Figures 1A–1C). dn*Rara* effector cells displayed reduced production of IFN-γ compared to their WT counterparts with a >5-fold increase in the frequency of IL-17^+^ cells (Figures 1D and 1E). Examination of transcripts for the signature lineage-determining TFs showed reduced mRNA expression of *Tbx21* and significantly higher expression of *Rorc* in dn*Rara* effector CD4^+^ T cells (Figure 1F). Loss of RA signaling had no impact on Th2 effectors with equivalent levels of *Gata3* expression between dn*Rara* and WT mice (Figure 1F) and similar frequencies of IL-4 producing CD4^+^ T cells (data not shown).

The frequency and numbers of Foxp3^+^ T cells in the periphery and thymus of dn*Rara* mice were similar to control mice (Figures S1A and S1B), indicating that the increase in Th17 cells was not a consequence of reciprocal regulation by RA of Foxp3^+^CD4^+^ T cells and Th17 cells (Mucida et al., 2007). Therefore it is likely that under steady-state conditions RA is critical for differentiation of Th1 cells, while also limiting the differentiation of Th17 cells.

### RA Promotes Th1-Cell Differentiation and Inhibits Development of Th17 Cells from Th1 Cell Precursors

We considered two alternative explanations of why dn*Rara* mice exhibit reduced memory effector Th1 cells, in parallel with enhanced Th17 cells. The first possibility was that RA is required for the development of Th1 cells while independently suppressing the primary differentiation of Th17 cells. The alternative possibility was that RA is critical in restraining conversion of Th1 cells to Th17 cells. In order to resolve these two possibilities, naive CD4^+^ T cells were differentiated in the presence of Th1 or Th17 polarizing cytokines. dn*Rara* expressing CD4^+^ T cells differentiated under Th1 cell conditions showed a markedly reduced capacity for IFN-γ production (Figure 2A). Diminished cytokine production was not a consequence of impaired proliferative responses as naive CD4^+^ T cells differentiated under Th1-cell conditions showed robust proliferation, equivalent to WT cells (Figure S2A). In addition, upregulation of the activation markers CD25 and CD44 indicated that dn*Rara* T cells were not impaired in their ability to differentiate into effector cells (Figure S2B). Analysis of TF expression showed that ablating RA signaling resulted in a dramatic reduction in the expression of T-bet in CD4^+^ T cells differentiated under Th1-cell conditions (Figure 2B). Strikingly, a substantial proportion of dn*Rara* Th1 cells expressed RORγt and co-expression of T-bet and RORγt was observed at the single-cell level. Although we did not observe intracellular IL-17A in cells following brief stimulation with phorbol myristate (PMA) and ionomycin, analysis of supernatants from Th1 polarized cells, reactivated on day 6 of culture on anti-CD3 and anti-CD28 coated plates for 24 hr in non-polarizing media, showed increased expression of IL-17A alongside other Th17-cell-associated cytokines (IL-21 and IL-22) (Figure 2C). Furthermore, mRNA analysis of dn*Rara* Th1 polarized cells revealed dramatic increases in expression of key signature Th17-cell genes (Figure 2D). Notably, these Th1 cells displayed the hallmarks of pathogenic Th17 cells with high amounts of *Il23r* expression but reduced amounts of IL-10 mRNA and protein (Figures 2C and 2D) (Basu et al., 2013).

In order to assess whether enhanced Th17 responses were a general feature of CD4^+^ T cells in which RA signaling is disrupted, naive CD4^+^ T cells from dn*Rara* mice were differentiated under Th17 polarizing conditions. In contrast to our observations above, we did not observe an increase in the frequency of IL-17^+^ cells in dn*Rara* mice during primary differentiation into Th17 cells (Figure S2C), suggesting that RA restrains Th17-cell differentiation only in the context of a Th1 polarizing cytokine milieu. In support of this, RORγt expression was not observed in dn*Rara* expressing naive CD4^+^ T cells differentiated under Th0 or Th2 conditions (Figure S2D).

The simultaneous expression of RORγt and T-bet in dn*Rara* Th1 cells suggested that RA-RARα might act to constrain the deviation of Th1 committed cells toward the Th17-cell lineage. To determine whether the RORγt^+^ cells represented a distinct T-cell population that arose directly from naive CD4^+^ T cells or from previously committed Th1 cells, we interbred *Ifng*^*e*YFP^ (Great) reporter mice with the dn*Rara* mice to allow the tracking of IFN-γ^+^ cells. Naive CD4^+^ T cells from dn*Rara-Ifng*^eYFP^ or littermate control mice were activated under Th1 polarizing conditions. On day 7 of culture, eYFP^+^ (IFN-γ^+^) cells were FACS sorted and underwent genome-wide expression analysis. Key signature Th17-cell genes, including Th17-cell cytokines and receptors for cytokines that promote Th17-cell differentiation (*Il17f*, *Il21*, *Il1r1*, *Il6ra*, and *Il23r*), were highly expressed in dn*Rara* IFN-γ expressing cells relative to WT mice, confirming a hybrid Th1-Th17-cell phenotype (Figure 2E). Of note, these Th1-Th17 cells retained high expression of *Il12rb2* and *Cxcr3* mRNA, equivalent to WT Th1 cells, while also expressing *Il23r* (Figure S2E). Genes associated with the Th2-cell subset such as *Gata3* and *Il4* were also dysregulated in dn*Rara* Th1 cells consistent with a role for T-bet in repression of GATA3 (Zhu et al., 2012). These findings show that, in the absence of RA signaling, committed Th1-cell precursors can give rise to cells with a Th17-cell expression signature providing a new perspective on the origins of Th1-Th17 cells. Collectively, these data demonstrate that RA is not only required for Th1-cell differentiation but is also critical in suppressing Th17-cell development in Th1 polarized cells.

### RA-RARα Is Required for Late-Phase, STAT4-Dependent T-bet Expression in Th1 Cells

Early expression of T-bet following TCR activation is dependent on IFN-γ, whereas late expression of T-bet (post-termination of TCR signaling) has been shown to be dependent on IL-12 (Schulz et al., 2009). To distinguish a requirement for RA signaling in Th1-cell commitment from maintenance of Th1-cell fate, we examined the kinetics of T-bet expression in naive CD4^+^ T cells cultured under Th1 polarizing conditions. Induction of T-bet was observed with comparable amounts of T-bet expression between WT and dn*Rara* T cells at day 3 of culture, indicating that RA-RARα signaling is not required for early Th1 lineage commitment (Figure 3A). However, T-bet expression was not sustained in dn*Rara* Th1 cells, with substantially diminished expression of T-bet by day 5 of culture. Given that IFN-γ promotes T-bet expression, the expression of T-bet was examined in the presence of recombinant IFN-γ, in order to avoid potential indirect effects caused by reduced IFN-γ production in dn*Rara* Th1 cells. Exogenous IFN-γ enhanced early T-bet expression in both dn*Rara* and WT Th1 cells but did not rescue the late (>72 hr) impairment in T-bet expression (Figure 3A). IFN-γ signaling, as measured by STAT1 phosphorylation, was not impaired at either time point (data not shown).

The late IL-12-dependent peak of T-bet expression observed in the presence of blocking IFN-γ antibodies was abrogated in dn*Rara* Th1-cell polarized cells (Figure 3A) suggesting impaired STAT4 activity. At day 3 of culture, comparable amounts of phosphorylated STAT4 (pSTAT4) were observed between dn*Rara* and WT mice. By contrast, at day 6 of culture, IL-12 induced pSTAT4 was markedly impaired in dn*Rara* T cells (Figure 3B) despite comparable expression of IL-12Rβ2 mRNA and protein expression and increased expression of *Il12rb1* mRNA (Figure 3C and 3D). Analysis of *Stat4* expression, demonstrated impaired induction of *Stat4* in the absence of RA signaling (Figure 3E) with reduced amounts of total STAT4 protein (Figure 3F). These findings suggest that the observed reduction in pSTAT4 in dn*Rara* Th1 cells is a consequence of diminished STAT4 expression. Consistent with deviation toward the Th17-cell lineage, we observed enhanced pSTAT3 activity in Th1-cell polarized dn*Rara* cells with an increased ratio of pSTAT3/pSTAT4 (Figures S3A and S3B).

To evaluate whether the impairment in T-bet and STAT4 expression correlated with changes in IFN-γ, the time course of IFN-γ expression following initiation of Th1-cell polarization was analyzed in naive dn*Rara-Ifng*^eYFP^ expressing CD4^+^ T cells. The kinetics of IFN-γ induction, as measured by frequency of eYFP^+^ cells, closely mirrored WT cells during the first 72 hr of culture but expression was not sustained in the absence of RA signaling (Figure 3G). Collectively, these data show that RA plays a temporal role in Th1 differentiation, maintaining Th1-cell commitment through regulation of T-bet and STAT4.

### RA-RARα Regulates Th1-Cell Plasticity

Alterations in the stable expression of lineage-determining TFs are thought to underlie Th-cell stability or plasticity. The emergence of Th1-Th17 cells together with the loss of T-bet expression, suggested a role for RA in the regulation of Th1-cell plasticity. However, diminished T-bet and STAT4 activity from day 3 of primary Th1-cell differentiation prevented assessment of lineage stability in fully differentiated Th1 cells. To determine whether RA-RARα was required for long-term Th1-cell fate, we differentiated naive CD4^+^ T cells from dn*Rara*^lsl/lsl^ mice under Th1-cell conditions, treated them with TAT-Cre (Wadia et al., 2004) on days 5 and 7, and restimulated them under Th1-cell conditions for a further 5 days. The temporal loss of RA signaling in Th1 cells resulted in decreased T-bet expression with a reciprocal increase in RORγt expression (Figure 4A). ∼50% of cells expressed RORγt, which suggests that ongoing RA-RARα activity is critical for sustaining T-bet and suppressing Th17-cell fate. Alterations in the lineage determining TFs did not impact on the cytokine phenotype (Figure S4A). This might in part reflect T-bet independent regulation of the *Ifng* locus at late stages in Th1-cell development.

To further examine the role of RA in Th1-cell stability, naive CD4^+^ T cells from *Ifng*^eYFP^ mice were differentiated under Th1-cell polarizing conditions. eYFP^+^ (IFN-γ^+^) cells were FACS-sorted on day 7 of culture and restimulated under Th1-cell conditions in the presence of the RAR inhibitor LE540 (RAi) or vehicle control (Veh). Inhibition of RA signaling in fully committed Th1 cells propagated for a further 5 days under Th1 conditions resulted in downregulation of T-bet and the emergence of cells co-expressing RORγt (Figure 4B). Diminished T-bet expression was associated with modest reductions in IFN-γ expression (Figure S4B). Taken together, these data establish that loss of RA signaling in fully committed Th1 cells leads to transdifferentiation to progeny with features of the Th17 lineage and support a model where RA constrains late-stage plasticity of Th1 cells.

### RA-RARα Regulates Enhancer Activity at Lineage Determining Th1-Cell Genes

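Transcriptional profiling compared naive CD4+ T cells of dn*Rara* mice and of WT littermates, cultured under Th1 conditions and harvested on day 6, after 3 days of polarization and 3 days of expansion. The dn*Rara* allele encodes a dominant-negative RARα that blocks RA signaling in T cells. Each group comprised 3 biological replicates, and 40 ng of RNA per replicate was hybridized to a one-colour Agilent whole mouse genome array. The files hold the scanner output of the 6 arrays and the authors' log2 intensities, which were background corrected and quantile normalized between arrays. Before normalization the 75th percentile of the signal was 495, 242 and 126 on the arrays of dn*Rara* replicates 1, 2 and 3, and 199, 133 and 102 on those of WT replicates 1, 2 and 3. Between 37.1% and 44.5% of probes were well above background on an array. Replicates with the same number shared a slide, so each slide held 1 array of each group, and slide 3 was scanned on another day. For the values given here, background-corrected signals were quantile normalized and log2 transformed again, and spots marked as outliers were left out. Limma's moderated test was applied to the 23277 probes, of 16760 genes, that were well above background on at least 2 of 3 arrays of a group. A gene was called changed at an adjusted p of at most 0.05 (Benjamini-Hochberg) with a fold change of at least 1.5. The probes that set limma's variance prior were restricted to the tested ones after the counts under other priors had been seen. A gene's value is that of its brightest probe, and positions refer to mm9. With 3 arrays per group an exact permutation test cannot give p below 0.1, and the number of arrays limits the precision of each value.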

To better understand the molecular mechanism by which RARα regulates Th-cell fate, we performed genome-wide analysis of RARα binding in WT Th1 cells by ChIP-Seq, combined with transcriptional profiling of dn*Rara*-expressing Th1 cells in order to identify functional targets of RARα. Selected loci were validated by ChIP-qPCR. RARα binding was identified at 1,766 sites in 1,567 genes. 

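With limma's adjusted p, 34 genes were lower and 82 genes were higher in dn*Rara* Th1 cells than in WT Th1 cells. At an unadjusted p from limma, the setting that moved these counts most, they were 977 and 1479. The criteria of the paper's methods, which use an unadjusted p and the median fold change, gave 916 lower and 1268 higher genes on the same values, and 7 and 9 after adjustment. The counts also depended on single arrays. They were 10 and 15 without WT replicate 2 and 41 and 184 without dn*Rara* replicate 3. The groups did not overlap at 5087 tested probes, 21.9% of them, where chance gives 10%. All 76 genes of Table S2 were found on the array and tested. Of these, 73 were lower in dn*Rara* Th1 cells, with a median log2 difference of -0.97, the same with 10 genes at their bound, and 8 were called lower. When the p-values were adjusted over the list alone, 66 passed. This is not independent evidence, because the study chose the list on these arrays.

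**Figure D1:**
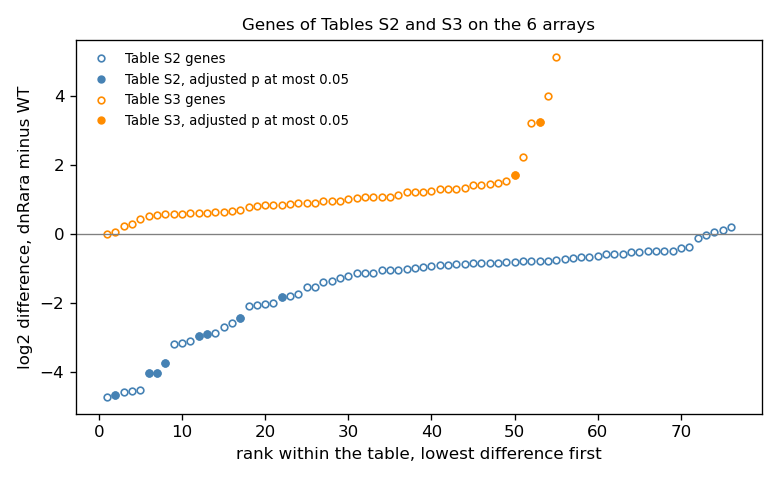
Log2 difference between dn*Rara* and WT Th1 cells (y axis) for the genes of Tables S2 and S3, ranked within each table (x axis). Filled points mark genes with an adjusted p of at most 0.05, 8 in Table S2 and 2 in Table S3.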

RARα binding was detected at 10.3% (76 of 740 genes) of genes downregulated in the absence of RA signaling (Table S2) (hereafter referred to as positively regulated) and 4.8% (56 of 1,169) of the upregulated genes (Table S3). In keeping with its classical role as a positive regulator of transcriptional activation there was significant enrichment of RARα binding at genes positively regulated by RA (Fisher’s exact test, p < 0.0001). However, the presence of RARα at a subset of the negatively regulated genes indicates that RA-RARα also plays a role in transcriptional repression within Th1 cells.

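Among the genes called lower with limma, 8 of 34 (23.5%) were listed in Table S2, against 2 of 82 (2.44%) of those called higher that were listed in Table S3 (odds ratio 12, p = 0.000794, two-sided Fisher's exact test). With the criteria of the paper's methods these were 76 of 916 (8.3%) and 55 of 1268 (4.34%), with an odds ratio of 1.99 (p = 0.000163, the same exact test). With an array left out, the shares ranged from 19.5% to 42.9% of lower and from 0% to 5% of higher genes, and the exact test gave p = 0.0657 without dn*Rara* replicate 1 and 0.15 without WT replicate 2. With the slide as a block the exact test gave p = 0.0838, and without a filter on dim probes 0.371. With the criteria of the paper's methods after adjustment the exact test gave p = 0.437. These tests were added after the shares had been seen. The binding data themselves were not used here, so the bound genes are those the tables list, and genes are not independent replicates. From the larger share among downregulated genes, the paper concludes that RARα binding is enriched at genes that RA regulates positively.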

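Of the 56 genes listed in Table S3, 55 were matched to the array, and 1 printed name was not. Of the 55, 54 were higher in dn*Rara* Th1 cells, with a median log2 difference of 0.96, or 0.95 with 6 genes at their bound. Limma tested 54 of them and called 2 higher, *Irgm1* and *Fam43a*. *Irgm1* was 3.26-fold higher, at 12.96 ± 0.33 (SD, n = 3) against 11.26 ± 0.19 (SD, n = 3) on the log2 scale (adjusted p = 0.0483 from limma). Without dn*Rara* replicate 1 or 2 its adjusted p was 0.117 and 0.101, and without WT replicate 1, 2 or 3 it was 0.0882, 0.16 and 0.146. It was also not called with the slide as a block (0.075), with the prior from all probes (0.0695) and without a filter on dim probes (0.121). *Fam43a* was below background on all WT arrays and was at least 2.25-fold higher (adjusted p = 0.0233 from limma). It was not called with normexp background correction (1.85-fold, adjusted p = 0.073), with the prior from all probes (0.0534), without a filter on dim probes (0.0902), without dn*Rara* replicate 2 (0.0597) and without WT replicate 1, 2 or 3 (0.0586, 0.0857 and 0.0801). Adjusted over the list alone 47 passed, which again rests on a list chosen on these arrays.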

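*Tbx21* (NM_019507, probe on chromosome 11, 96959417 to 96959476) had a log2 intensity of 9.86 ± 0.49 (SD, n = 3) in dn*Rara* and 11.96 ± 0.42 (SD, n = 3) in WT Th1 cells. The log2 difference of -2.10 (SE 0.33) had an adjusted p of 0.0649 from limma. Every dn*Rara* array lay below every WT array (exact permutation test, two-sided, p = 0.1, the smallest possible). With normexp background correction the adjusted p was 0.0288, and with probes required on all 3 arrays of a group it was 0.0423. Over all alternatives it ranged from 0.0288 to 0.313, the largest with the criteria of the paper's methods after adjustment.

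**Figure D2:**
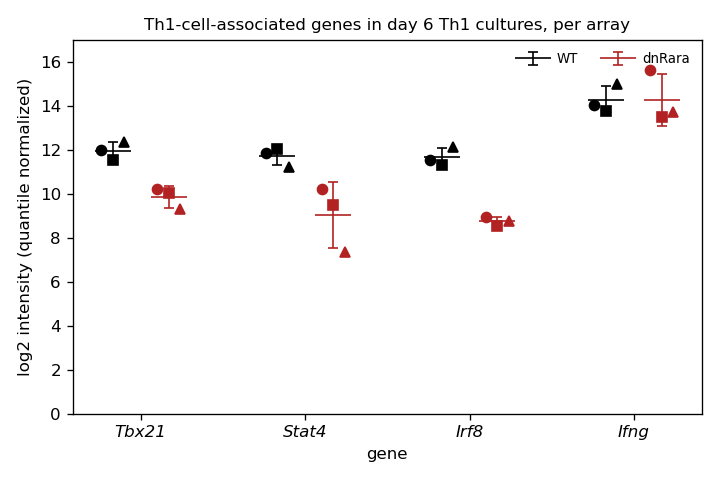
Log2 intensity (y axis) of *Tbx21*, *Stat4*, *Irf8* and *Ifng* on each array, with the mean and SD per group. Circles, squares and triangles are replicates 1, 2 and 3, and open symbols are not well above background. For *Tbx21* the dn*Rara* mean is 9.86 and the WT mean 11.96.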

RA-RARα-dependent loci included Th1-cell lineage-defining genes (*Tbx21* and *Stat4-Stat1*). In addition to targeting the *Tbx21* promoter (Figures 5A and 5B), modest RARα binding was observed at the conserved T-bet enhancer element, 12kb upstream of the transcriptional start site (TSS) (Yang et al., 2007). This was confirmed by ChIP-qPCR (Figure 5B). Intergenic RARα was also detected at the *Stat4-Stat1* locus and an *Ifng* enhancer element (Figures S5A and S5B).

RA binding to nuclear RARα results in recruitment of co-activator complexes containing the histone acetyl-transferases p300 and CBP (Kamei et al., 1996). p300 is highly enriched at enhancer regions where it acetylates H3K27, a marker of active enhancers (Rada-Iglesias et al., 2011), suggesting a possible role for RA-RARα in regulating enhancer activity. To test this, we mapped genome-wide binding of p300, H3K4me1, H3K4me3, and H3K27ac histone modifications in dn*Rara* and WT Th1-cells, validating selected regions by ChIP q-PCR. Active enhancers were operationally defined as regions with increased intensity of H3K4me1, p300, and H3K27ac with low or absent H3K4me3 (Rada-Iglesias et al., 2011).

RARα binding at the *Tbx21*, *Stat4*, and *Ifng* loci co-localized with p300 binding at enhancer regions (Figures 5A and S5A). dnRARα lacks the activation function 2 (AF2) domain which is required for RA-dependent recruitment of coactivators. Consistent with this, dn*Rara* expressing T cells exhibited a significant reduction in p300 occupancy and H3K27ac deposition at the *Tbx21* enhancer, supporting the direct regulation of enhancer activity by RA-RARα (Figures 5A and 5C). p300 binding at the *Ifng* and putative *Stat4* intergenic enhancers was also dependent on RA-RARα (Figures S5A and S5C). 

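*Stat4* (NM_011487, probe on chromosome 1, 52163802 to 52163861) had a log2 intensity of 9.03 ± 1.51 (SD, n = 3) in dn*Rara* and 11.73 ± 0.43 (SD, n = 3) in WT Th1 cells. The log2 difference was -2.70 (SE 0.74, adjusted p = 0.186 from limma). The groups did not overlap (exact permutation test, two-sided, p = 0.1). It passed the threshold with an adjusted p only in a fit with the slide as a block and an intensity trend together, which was chosen after seeing the data (adjusted p = 0.0379). Over all alternatives the adjusted p ranged from 0.0379 to 0.528.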

Loss of p300 binding at the *Stat4-Stat1* intergenic enhancer in *dnRara* Th1 cells correlated with reduced *Stat4* transcripts, whereas *Stat1* expression was actually increased, suggesting that this enhancer element regulated *Stat4* transcription. A recent study identified a role for STAT4 in the regulation of Th1 enhancers (Vahedi et al., 2012). Given that STAT4 expression was reduced in dn*Rara* Th1 cells, it was possible that the loss of p300 was in part due to reduced expression of STAT4. To address this issue, we assessed the binding of STAT4 in WT Th1 cells and compared p300 occupancy in WT and *Stat4*^*–/–*^ Th1 cells using publicly available ChIP-seq data (Table S1) (Vahedi et al., 2012; Wei et al., 2010). Although STAT4 binding was observed at the *Tbx21* enhancer, loss of STAT4 was not associated with obvious differences in p300 binding (Figure S5D), arguing for a direct contribution of RARα to p300 recruitment and enhancer activity. Collectively, these data show that RA regulates expression of key Th1-cell lineage genes through remodeling of enhancer regions.

### RA-RARα Represses Th17-Cell Fate in Th1 Cells through Direct Regulation of Th17-Cell Genes

The earlier finding that Th1 cells acquired features of Th17 cells in the absence of RA signaling led us to evaluate direct regulation of Th17-cell-instructing genes by RA-RARα. We first investigated effects of RA on the Th17-cell pioneer factors BATF and IRF4. As previously reported (Basu et al., 2013), these genes were expressed in WT Th1 cells. Strikingly, kinetic analysis of *Batf* and *Irf4* expression in naive cells stimulated under Th1-cell conditions revealed dramatic upregulation of IRF4 (40- to 60-fold) during the initial phase of Th1-cell polarization with comparable expression between dn*Rara* and WT cells (Figure 5D). 

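Of the genes plotted in Figure 5E, *Il22* (NM_016971, chromosome 10, 117642873 to 117642932) was well above background on all 3 dn*Rara* arrays and on 0 of 3 WT arrays. It was at least 24.7-fold higher in dn*Rara* Th1 cells (adjusted p = 0.0156 from limma). Without dn*Rara* replicate 1 the adjusted p was 0.0665, without WT replicate 2 it was 0.0643, and without WT replicate 3 it was 0.0543. Over all alternatives it ranged from 0.00357 to 0.187. The bound holds for background-subtracted signals. With normexp background correction, which adds an offset of 50 to each signal, the fitted difference was 8.28-fold (adjusted p = 0.035). *Il21* (NM_021782, chromosome 3, 37121681 to 37121740) had a log2 intensity of 10.90 ± 1.66 (SD, n = 3) in dn*Rara* and 7.59 ± 1.01 (SD, n = 3) in WT Th1 cells, a log2 difference of 3.31 (SE 0.91, adjusted p = 0.187 from limma) without overlap of the groups. *Il12rb1* (NM_008353, chromosome 8, 73345261 to 73345320) differed by 0.58 (SE 0.56, adjusted p = 0.657 from limma), and its groups overlapped. With an array left out, the log2 difference of *Il12rb1* ranged from 0.12 to 1.16. *Il23r* (NM_144548, chromosome 6, 67372966 to 67373025) was above background only in dn*Rara* replicate 2, so it was not tested and no fold is given.

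**Figure D3:**
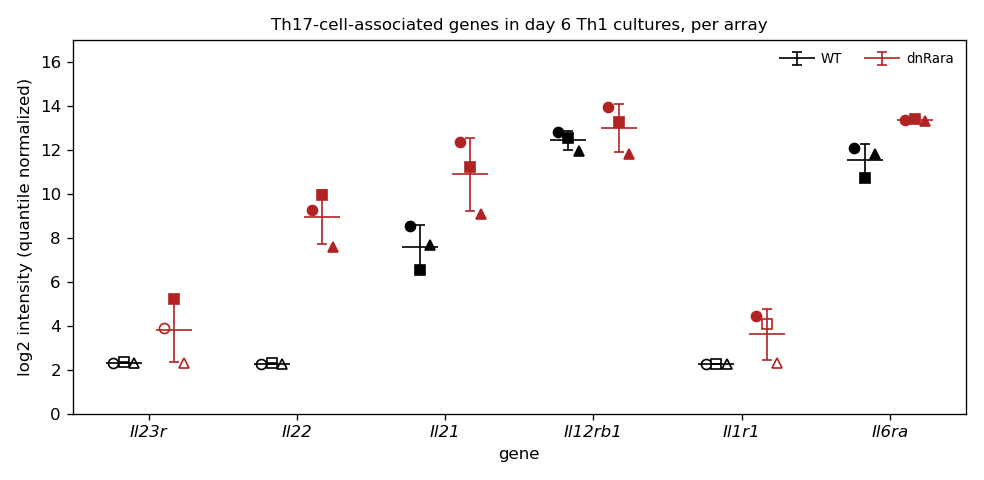
Log2 intensity (y axis) of *Il23r*, *Il22*, *Il21*, *Il12rb1*, *Il1r1* and *Il6ra* on each array, with the mean and SD per group. Circles, squares and triangles are replicates 1, 2 and 3, and open symbols are not well above background. *Il22* is open on all 3 WT arrays and filled on all 3 dn*Rara* arrays.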

Loss of RA signaling resulted in derepression of BATF-IRF4 target genes, *Rorc*, *Il23r*, *Il22*, *Il21*, and *Il12rb1* (Figure 5E). This suggested that “balancing” factors must be induced in an RA-dependent manner to restrict the actions of BATF-IRF4 complexes at Th17-cell genes. 

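*Irf8* (NM_008320, probe on chromosome 8, 123280324 to 123280383) had a log2 intensity of 8.75 ± 0.21 (SD, n = 3) in dn*Rara* and 11.66 ± 0.41 (SD, n = 3) in WT Th1 cells. The log2 difference was -2.90 (SE 0.26, adjusted p = 0.0161 from limma), and the gene was called lower. Without dn*Rara* replicate 1, dn*Rara* replicate 2 or WT replicate 2 the adjusted p was 0.0502, 0.0609 and 0.0535, and over all alternatives it ranged from 0.00823 to 0.17. Ordered from the lowest fitted log2 difference, *Irf8* was number 13 of the 76 genes of Table S2. *Gfi1*, at least 23.7-fold lower, came first. It and several others above *Irf8* were not above background on every dn*Rara* array, so their places in this order are not exact.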

IRF8, an alternative binding partner for BATF, previously shown to suppress Th17 differentiation (Ouyang et al., 2011), was one of the RARα target genes most suppressed in dn*Rara* Th1 cells. In WT Th1 cells, induction of *Irf*8 expression paralleled *Irf4* expression. However, in dnRara cells *Irf8* expression was not sustained past 24 hr (Figure 5D). RARα bound at a putative upstream enhancer (Figures 5F and 5G) and in the absence of RA signaling, reduced p300 and H3K27ac were observed at this locus (Figure 5H and 5I). Together, these data show that RA directly regulates expression of IRF8 in Th1 differentiating cells and suggests a potential mechanism by which BATF-IRF4 activity is constrained within early Th1 cells.

Transcriptional activation of BATF-IRF4 target genes is dependent on STAT3 and RORγt (Ciofani et al., 2012). Various genes for cytokines and cytokine receptors associated with STAT3 activation (*Il21*, *Il1r1*, *Il6ra*, and *Il23r*) were derepressed in dn*Rara* Th1 cells (Figure 5E). 

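*Il6ra* (NM_010559, probe on chromosome 3, 89674054 to 89674113) had a log2 intensity of 13.37 ± 0.04 (SD, n = 3) in dn*Rara* and 11.54 ± 0.73 (SD, n = 3) in WT Th1 cells. The log2 difference of 1.83 (SE 0.37) had an adjusted p of 0.102 from limma, and the groups did not overlap (exact permutation test, two-sided, p = 0.1). *Il1r1* (NM_008362, probe on chromosome 1, 40372667 to 40372726) was well above background on 1 array, that of dn*Rara* replicate 1. As for *Il23r*, it was therefore not tested and no fold can be given.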

RARα targeted the promoter and an upstream enhancer in the *Il6ra* locus (Figure 5G) with increased H3k27ac observed at the enhancer element in dn*Rara* Th1 cells (Figure 5J). Consistent with this, dn*Rara* Th1 cells failed to downregulate mRNA and cell-surface IL6-Rα expression during Th1 polarization (Figures S5E and S5F). These findings suggest that RA regulates Th1-cell plasticity in part by inhibiting responsiveness to IL-6.

RORγt was not a direct target of RARα. However, disruption of RA signaling resulted in increased expression of *Runx1*, a TF associated with transactivation of *Rorc* (Figure S5E) (Zhang et al., 2008). ChIP analysis confirmed direct regulation of short and long *Runx1* isoform promoters by RA-RARα (Figure 5G). In Th1 cells, the *Rorc* locus is epigenetically silenced by T-bet (Mukasa et al., 2010). However, in dn*Rara* cells, the repressive H3K27me3 mark was reduced at RORγt isoform-specific exon (Figure 5K), consistent with loss of T-bet. These findings suggest that increased RORγt expression in the absence of RARα signaling is in part due to increased accessibility of the *Rorc* locus, with unrestrained activation by Runx1. Collectively these data indicate that RA-RARα antagonises the activity of the core Th17-cell instructing TFs (IRF4, BATF, STAT3, and RORγt), both directly and indirectly, to suppress the Th17-cell gene program. Notably, Th2-cell-associated genes were not identified as targets of RARα (Tables S2 and S3) suggesting that direct repression of alternative cell fates by RA-RARα is specific to the Th17-cell program.

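Of the Th2-cell-associated genes listed before the data were examined, 1 was printed in Table S2 and 0 in Table S3. The gene in Table S2 was *Gfi1*, which was at least 23.7-fold lower in dn*Rara* Th1 cells (adjusted p = 0.0849 from limma, 0.0452 without dn*Rara* replicate 1, and 0.02 to 0.379 over all alternatives). *Gata3* (NM_008091) had a log2 difference of 0.03 (SE 0.62, adjusted p = 0.986 from limma), with overlapping groups. *Il4* (NM_021283) was higher in dn*Rara* Th1 cells, at 11.58 ± 0.87 (SD, n = 3) against 7.98 ± 0.48 (SD, n = 3), a 12.2-fold difference (adjusted p = 0.0465 from limma). With the prior taken from all probes, the adjusted p of *Il4* was 0.0894. Without dn*Rara* replicate 1 or 2 it was 0.0619 and 0.108, without WT replicate 1, 2 or 3 it was 0.0897, 0.127 and 0.132, and over all alternatives it ranged from 0.0103 to 0.296. *Il9* was called higher, by at least 7.85-fold (adjusted p = 0.0317 from limma). Without dn*Rara* replicate 1 or 2 its adjusted p was 0.0813 and 0.0932, without WT replicate 1 or 2 it was 0.0706 and 0.0546, with the prior from all probes it was 0.0673, and over all alternatives it ranged from 0.0153 to 0.235. *Il1rl1*, of the same list, was called lower, by at least 64.2-fold (adjusted p = 0.0112 from limma, 0.0535 without WT replicate 2, and 0.00522 to 0.17 over all alternatives). *Il13* was at least 68.9-fold higher but was not called (adjusted p = 0.0777 from limma, and 0.0204 to 0.364 over all alternatives). Of the 10 tested genes of the list, 8 were higher and 2 lower, with a median log2 difference of 1.26 (camera, adjusted p = 0.0807, and 0.0258 to 0.543 over its alternatives). From the absence of Th2-cell-associated genes from both tables, the paper proposes that direct repression is specific to the Th17-cell program.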

### Th1-like Th17 Cells Emerge during Infection with *L. monocytogenes* in the Absence of RA Signaling

To assess the significance of these findings for immune responses in vivo, we intravenously infected WT and dn*Rara* mice with an attenuated strain of *L. monocytogenes* (ΔActA), Lm-2W, which allows tracking of CD4^+^ T cells specific for listeriolysin O peptide LLO_190–201_ (LLOp). At the peak of the response, CD4^+^ T cells were isolated from the spleen and LLOp antigen-specific T cells were assayed for expression of cytokines and the TFs, T-bet, and RORγt. dn*Rara* mice mounted an effector-T-cell response of similar magnitude to WT mice with comparable frequencies and total numbers of CD44^hi^LLOp:I-A^b^-specific CD4^+^ T cells (Figures 6A and 6B). In WT mice, Lm-2W induced a Th1-cell restricted response, as evidenced by high T-bet expression within the LLOp-specific T-cell fraction (Figure 6C). LLOp:I-A^b+^ CD4+ T cells from dn*Rara* mice expressed lower amounts of T-bet and a substantial proportion expressed RORγt, with co-expression of these TFs observed in a subset of cells (Figure 6C). At day 7 post-infection, a significant proportion of CD4^+^ T cells isolated from the spleen of dn*Rara* mice were IL-17^+^ or dual IL-17A^+^IFN-γ^+^ with a trend toward reduced frequency of IFN-γ^+^ cells (Figure 6D). Measurement of cytokine protein concentrations from splenocytes restimulated with LLOp confirmed reduced amounts of IFN-γ and concomitant increase in IL-17A (Figure S6A). We did not detect IL-4 production by intracellular staining or protein secretion (Figure S6A and S6B). Consistent with our in vitro data showing downregulation of IL6-Rα on WT Th1 cells, cell-surface IL-6Rα was not detectable on WT LLOp:I-A^b+^ CD4^+^ T cells. However, dn*Rara* LLOp:I-A^b+^ CD4^+^ T cells retained expression of IL-6Rα (Figure S6C), supporting a potential role for IL-6 signaling in the regulation of Th1-cell plasticity. These findings establish that RA-RARα signaling in T cells constrains the emergence of Th17 cells in a Th1-cell-instructing microenvironment in vivo.

### RA Regulates the Th1-Th17-Cell Axis in the Gut and Prevents the Development of Intestinal Inflammation

RA is constitutively synthesized by a subset of DCs in the gut. To address the physiological importance of RA signaling in the regulation of pathogenic intestinal CD4^+^ T cells, we interbred dn*Rara* mice with OTII mice that transgenically express an ovalbumin (OVA)-specific TCR and transferred naive CD4^+^ T cells from OTII(dn*Rara*) or WT OTII mice into *Rag1*^−/−^ hosts. Recipients were maintained on an OVA-containing diet for 7 days to induce differentiation within the transferred cells and migration to the intestinal tissue. Consistent with the infection experiments, feeding OTII(dn*Rara*)-recipient mice OVA resulted in a shift in the Th1-Th17-cell balance with a deficiency in IFN-γ-producing cells and increased frequency of IL-17^+^ and dual IFN-γ^+^IL-17^+^ cells in the mesenteric lymph node (MLN), lamina propria lymphocytes (LPL), and spleen (Sp), 7 days after transfer (Figures 7B and 7C). To address the functional significance of the dysregulated cytokine response in dn*Rara* T cells, we orally challenged mice with OVA and evaluated them for development of intestinal inflammation and diarrhea (Figure 7A). Recipients of OTII(dn*Rara*) cells developed accelerated wasting disease relative to mice that received WT OTII cells (Figure 7D). Whereas all of the recipients of OTII(dn*Rara*) cells developed severe diarrhea by day 12 (Figure 7E), recipients of WT cells remained diarrhea free. Cytokine production was also assessed after the first gavage and confirmed an increased frequency of IL-17^+^ cells with concomitant reduction in IFN-γ^+^ cells. Notably, enhanced IL-17 responses were not a consequence of impaired Foxp3^+^ conversion (Figure 7F). Homing of transferred cells to the gut was not affected in this model with similar frequencies of CD4^+^ T cells detected in the gut tissues (Figure S7A). We conclude that loss of RA signaling leads to deviation from Th1 to Th17 phenotype both in the periphery and the gut where these Th17 cells are associated with significant intestinal inflammation.

## Discussion

Dysregulated Th-cell responses underlie the pathogenesis of autoimmune and allergic disease. In contrast to T regulatory (Treg) cells and Th17 cells, the Th1-cell lineage is thought to be relatively stable. However, the factors that control maintenance of the Th1-cell lineage were not previously known. This study identifies RA-RARα as a central regulatory node in the transcriptional network governing Th1-cell stability. We found that RA-RARα directly sustained the expression of lineage determining Th1-cell-associated genes during naive T-cell differentiation while also repressing signature Th17-cell-associated genes. Ablation of RA signaling in Th1-committed cells resulted in enhanced Th1-cell plasticity with deviation towards a Th17-cell phenotype. Using ChIP-seq to identify regulatory elements, we found that RARα bound at enhancers and recruitment of p300 to these regions was dependent on RA signaling. In vivo, both Th17 and Th1-Th17 cells emerged during infection with *L. monocytogenes* and in a model of oral tolerance. In the latter, their presence was associated with significant pathology.

Enhancers play a key role in directing cell fate through the regulation of lineage specifying genes. Enhancer profiling in WT and dn*Rara* T cells revealed RA-dependent activation of enhancers at genes critical for Th1 identity (*Tbx21*, *Stat4*, *Ifng*, and *Irf8*). 

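At the transcript level, *Ifng* (NM_008337, probe on chromosome 10, 117882841 to 117882900) did not differ detectably between the groups on day 6. Its log2 intensity was 14.28 ± 1.18 (SD, n = 3) in dn*Rara* and 14.28 ± 0.64 (SD, n = 3) in WT Th1 cells, a difference of 0.00 (SE 0.64, adjusted p = 0.999 from limma), with overlapping groups. Of the other genes named with it, *Irf8* was called lower, and *Tbx21* and *Stat4* were lower without passing the adjusted threshold.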

RA-dependent changes in p300 and H3K27ac were reflected at the transcriptional level suggesting that, in addition to its classical role as a transcriptional regulator, RA regulates gene expression in an enhancer-dependent manner. Although the ability of RA-RARα to target p300-CBP complexes to nucleosomes is well established, regulation of enhancers by RA has not been widely studied. We propose that unliganded RARα at enhancer elements acts as a gatekeeper, enabling initiation of enhancer activation once T cells sense RA in the microenvironment. A similar role has been demonstrated for STAT proteins (Vahedi et al., 2012), suggesting that environmental cues act as checkpoints for initiation of enhancer activation and T-cell fate. Although H3K4me1 modifications are present at early time points during T-cell differentiation, conversion to “active” status requires acquisition of H3K27ac, which is often not evident until later stages of differentiation (Hawkins et al., 2013). Consistent with a temporal role for enhancers in maintenance of gene expression, RA signaling was not required for initiation of transcription of target genes but rather acted to maintain their expression. These data highlight the importance of enhancers in maintenance of cell identity and plasticity. It is possible that RA-RARα regulation of enhancers represent the major mechanism by which RA regulates cell fate. A recent study identified enrichment of RARα at enhancers in embryonic stem cells (Chen et al., 2012). Given that the RA-RARα axis is a highly conserved signaling pathway, which plays a critical role in regulating cell-fate specification during embryogenesis and cell differentiation, it will be important to evaluate a broader role for RA-RARα in regulation of enhancer functionality, both in alternative Th-cell subsets and outside of the immune system.

In addition to sustaining expression of Th1-cell-associated genes, we found that RA actively silences genes implicated in Th17-cell differentiation. Among genes known to regulate the Th17-cell program, *Runx1* and *Il6ra* were directly repressed by RA-RARα. In addition, BATF-IRF4 target genes were derepressed in the absence of RA signaling. In Th17 cells, BATF-IRF4 complexes act co-operatively as pioneer factors at key Th17 genes (Ciofani et al., 2012), modulating chromatin accessibility to facilitate binding of STAT3 and RORγt. On the basis of their expression in alternative Th-cell subsets, it has been suggested that BATF-IRF4 complexes play a universal role in establishing binding of lineage-specific TFs (Ciofani et al., 2012). However, BATF deficiency does not impact on Th1-cell differentiation (Schraml et al., 2009). An alternative model is that upregulation of BATF and IRF4 confers plasticity in early Th1 cells, poising chromatin specifically at Th17-cell-associated genes. IRF8, an alternative binding partner for BATF, negatively regulates Th17-cell differentiation (Ouyang et al., 2011). Our results identified IRF8 as a member of the Th1-cell transcriptional network whose expression was critically dependent on RA signaling. Induction of IRF8 would be expected to limit plasticity of Th1 cells by repressing Th17 differentiation, potentially by competing for binding to BATF. In support of a role for IRF8 in regulation of Th1-Th17 axis, patients with mutations in IRF8 have impaired Th1 responses (Hambleton et al., 2011) and single nucleotide polymorphisms (SNPs) in *Irf8* are associated with several autoimmune diseases in which IFN-γ^+^ Th17 cells play a pathogenic role (Franke et al., 2010; Cunninghame Graham et al., 2011). It will be of interest to identify transcriptional targets of BATF, IRF4, and IRF8 in Th1 cells.

RA signaling was critical to maintain appropriate Th1-cell responses and suppress the development of IL-17^+^ and IFN-γ^+^IL17^+^ cells. Hybrid Th1-Th17 cells are implicated in the pathogenesis of several autoimmune diseases. Their development has been attributed to the plasticity of Th17 cells. Our findings suggest that these cells might alternatively reflect Th1 plasticity and suggest a novel developmental pathway for Th17 cells. Th1 derived “Th17” cells expressed high levels of the receptor for IL-23, a critical determinant of Th17 pathogenicity (Basu et al., 2013), and were associated with significant gut inflammation and pathology in a model of oral tolerance. Further experiments are required to test the prediction that pathogenic Th17 and IFN-γ^+^IL-17^+^ cells which arise in autoimmunity emerge from Th1 cells when RA is deficient or its signaling perturbed.

A range of inflammatory stimuli can induce RA synthesis and signaling during the course of an immune response. Our results suggest that in a Th1-cell instructing microenvironment the dominant action of RA is to repress Th17-cell fate and promote Th1-cell responses. We did not observe enhanced Th17-cell responses during primary Th17-cell differentiation, suggesting that the impact of RA on T-cell stability might vary both temporally and among tissues. Previously we have shown in a model of skin allograft rejection that impaired Th1 responses in dn*Rara* mice were accompanied by increased Th2-cell cytokines (Pino-Lagos et al., 2011). We did not identify direct repression of Th2-cell-associated genes by RARα. However, T-bet suppresses GATA3 (Zhu et al., 2012) and in the presence of a Th2 skewing micro-environment, such as the skin, impaired expression of T-bet in the absence of RA signaling renders cells susceptible to Th2 deviation. Thus, the effects of RA on T-cell fate are likely dependent on external and intrinsic factors that shape T-cell polarity.

In summary, we show that RA signaling plays a critical role in regulating stability and functional plasticity of Th1 cells. Regulation of enhancer activity at lineage determining genes by RA-RARα provides mechanistic evidence for reciprocal regulation of Th1 and Th17-cell programs. In the absence of RA signaling, downmodulation of T-bet, STAT4, and IFN-γ, and loss of repression of Th17-cell genes, creates a permissive environment for transdifferentiation of Th1 cells to Th17 cells. This study identifies the RA-RARα axis as a potential node for intervention in diseases in which dysregulation of the Th1-Th17-cell axis is observed.

## Experimental Procedures

### Mice

C57Bl/6 dn*Rara* mice have been described previously (Pino-Lagos et al., 2011). *Ifng*^eYFP^ (GREAT) mice were purchased from the Jackson Laboratory. Mice were bred and maintained at Charles River Laboratory, UK, in pathogen-free conditions. All animal experiments were conducted in accordance with the UK Animals (Scientific Procedures) Act 1986. C57Bl/6 OTII(dn*Rara*), OTII, and *Rag1*^*−/−*^ mice were bred and maintained at the Rockefeller University specific pathogen-free animal facility.

### Cell Isolation, Cell Culture, and Flow Cytometry

Sort purified, naive CD4^+^CD25^–^CD44^lo^CD62L^hi^ T cells were cultured with T-cell depleted splenocytes (APCs) and anti-CD3 under polarization conditions for Th0, Th1, Th2, and Th17-cell-associated subsets. Details are provided in the Supplemental Experimental Procedures. For analysis of cytokine production, cells were restimulated with 100 ng/ml phorbol 12-myristate 13-acetate (PMA) and 500 ng/ml ionomycin in the presence of monensin for 4–5 hr at 37°C. Cells were stained with LIVE/DEAD Dead Cell Stain (Invitrogen), followed by staining for cell-surface markers and then fixed and permeabilized (BD Biosciences) for staining of intracellular antigens. Flow cytometry was performed on a LSR Fortessa (BD Biosciences) and analyzed with Flowjo software (Tree Star).

### TAT-Cre Transduction

Sort purified naive CD4^+^ T cells were differentiated under Th1 conditions. After 5 days, cells were treated with 50 μg/ml TAT-Cre peptide for 45 min at 37°C, then washed and expanded in IL-2-containing medium. After 48 hr cells were retreated with Tat-Cre followed by polarization under Th1 conditions.

### Real-Time Quantitative PCR

Total RNA was extracted from cells with RNeasy Mini kit (QIAGEN) and cDNA was synthesized with Qscript RT kit (Quanta). Quantitative gene-expression analysis was performed using Taqman primer probe sets (Applied Biosystems), listed in Table S4. Expression of target genes was normalized to β-actin.

### Microarray Gene-Expression Profiling

For gene-expression analysis Affymetrix (for *Ifng*^eYFP^ dataset) or Agilent (for the dn*Rara* Th1 dataset) microarray chips were used. Differentially expressed genes were detected using fold-change and t test analysis. See Supplemental Experimental Procedures for further information.

### Chromatin Immunoprecipitation and ChIP-Seq

Immunoprecipitation and DNA sequencing was performed by Active Motif. The following antibodies were used: anti-H3K27me3 (Millipore 07–449), anti-p300 (Santa Cruz sc–551X), anti-H3K4me1 (Active Motif 39287), anti-H3K4me3 (Active Motive 39159), anti-H3K27ac (active Motif 39133), anti-RARα (Diagenode C15310155). Illumina sequencing libraries were prepared from the ChIP and Input DNAs. For ChIP q-PCR, enrichment calculated as binding events per 1,000 cells using Active Motif’s normalization scheme. Detailed methods for ChIP-seq and binding site analyses are provided in the Supplemental Information.

### *L. monocytogenes* Infection

Mice were infected i.v. with 1 × 10^6^ cfu *L. monocytogenes* and spleens were harvested 7 days later. Splenocytes were enriched for CD4^+^ T cells with a CD4^+^ T-cell negative selection microbead kit (Miltenyi Biotec) and stained with PE labeled, LLO:I-A^b^ dextramer (Immudex) and cell-surface antibodies. For analysis of intracellular cytokine production, splenocytes were restimulated with LLO peptide (PiProteomics) at 10 μg/ml for 6 hr.

### Food-Antigen-Induced Diarrhea Model

Naive CD4^+^ T cells from OTII or OTII(dn*Rara*) were intravenously transferred to Rag1^−/−^ mice. These mice were then maintained on a diet containing OVA for 7 days and challenged with oral OVA on days 9 and 10. Lymphocytes were isolated from the intestinal epithelium, lamina propria, MLN, and spleen at the indicated time points after the start of oral OVA exposure of the recipient mice. Detailed experimental procedures are described in the Supplemental Experimental Procedures.

### Statistical Analysis

Statistical significance was calculated by unpaired two-tailed Student’s t test with Graphpad Prism software. p values < 0.05 were considered significant. p values are denoted in figures as follows: ^∗^, p < 0.05; ^∗∗^, p < 0.01; ^∗∗∗^, p < 0.001; ^∗∗∗∗^, p < 0.0001.

## Author Contributions

C.C.B. designed the studies, performed most of the experiments, analyzed the data, and wrote the manuscript. D.E., M.L., and D.M. performed and analyzed gut-inflammation studies. A.S., I.O.-G., and R.a.-B. assisted in processing of samples for in vitro co-culture studies and qPCR. R.E. and C.O. assisted with processing of tissues for phenotyping studies. M.A. provided advice and performed microarrays. V.P. analyzed ChIP sequencing data. E.d.R. supervised ChIP-seq data analysis. G.M.L. provided advice and supervision. D.M. designed gut-inflammation studies and contributed to the writing of the manuscript. R.J.N. supervised the overall study and contributed to the writing of the manuscript.

## Figures and Tables

**Figure 1:**
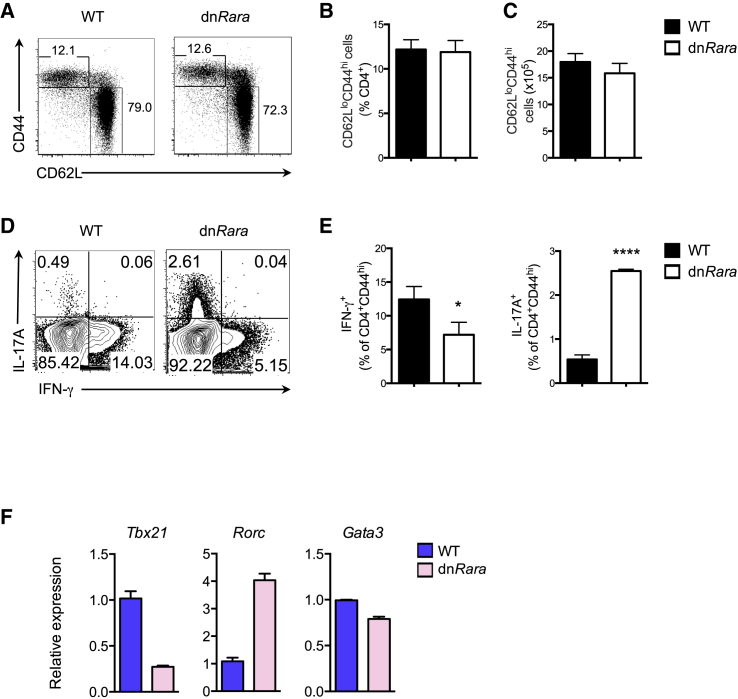
RA Controls the Balance between Th1 and Th17 Effector Cells (A) Splenic CD4^+^ T cells from dn*Rara* and WT littermate control mice. Numbers indicate percentage CD62L^lo^CD44^hi^ cells (top left) or CD62L^hi^CD44^lo^ T cells (bottom right) gated on CD4^+^ cells. (B) Frequency and total number (C) of CD62L^lo^CD44^hi^ in the CD4^+^ T-cell population in WT and dn*Rara* mice (n = 3 or 4 per group). (D) Intracellular IFN-γ and IL-17A expression in splenic CD4^+^CD44^hi^ T cells after stimulation with phorbol 12-myristate 13-acetate (PMA) and ionoymycin. (E) Statistical data from cells as in (D). (F) Quantitative real-time PCR analysis of *Tbx21*, *Rorc*, and *Gata3* in splenic CD4^+^CD62^lo^CD44^hi^ cells (as in 1A), sorted by flow cytometry. Data are from two or three independent experiments with similar results. Mean ± SEM, ^∗^p < 0.05; ^∗∗∗∗^p < 0.0001 See also Figure S1.

**Figure 2:**
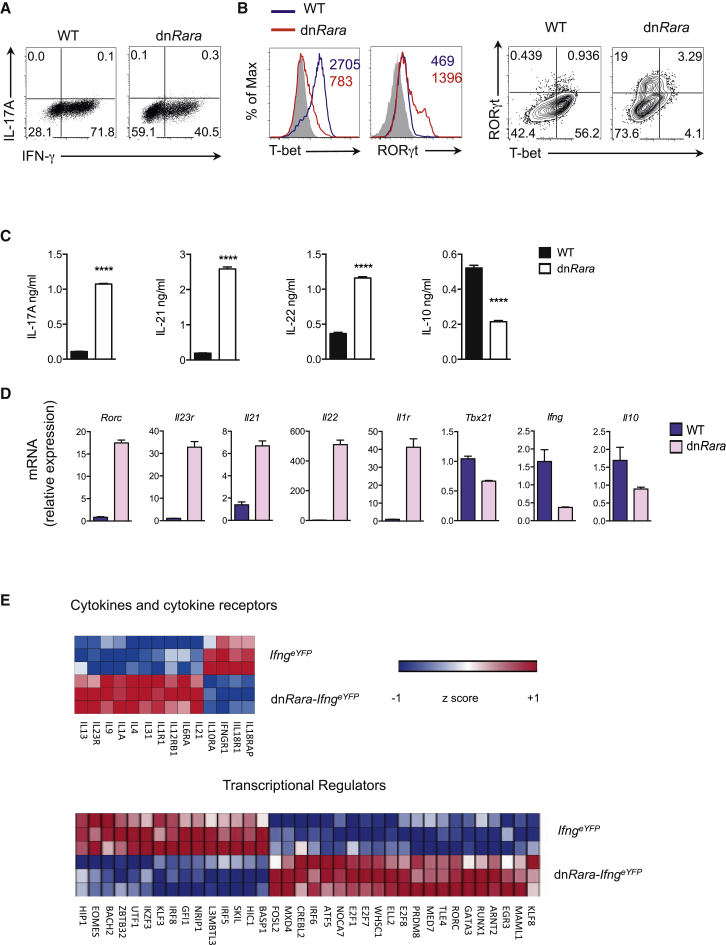
RA Signaling Required for Th1-Cell Differentiation and Repression of Th17-cell Fate in Th1-Cell Precursors Sorted naive CD4+ T cells from dn*Rara* or WT mice were cultured under Th1 conditions for 6 days. (A) Intracellular expression of IFN-γ and IL-17A following stimulation with PMA and ionomycin. (B) T-bet and RORγt expression. Grey histograms indicate staining for *Tbx21*^–/–^ (left panel) or isotype control antibody (right panel). Numbers show MFI. Numbers in quadrants represent percent cells in each. C) Amount of IL-17A, IL-21, IL-22, and IL-10 in supernatants following restimulation of cells as in (A) with α-CD3 and α-CD28 for 24 hr as measured by multiplex bead array. Triplicate culture wells. (D) Quantitative real time PCR analysis of Th1 and Th17-cell signature cytokine and TF genes following stimulation with PMA and ionomycin. (E) Naive CD4^+^ T cells from dn*Rara-Ifng*^eYFP^ and *Ifng*^eYFP^ mice were cultured under Th1 conditions. IFN-γ (eYFP^+^) cells were sorted on day 7 following stimulation with PMA and ionomycin. Heatmaps displaying the fold changes of genes that were differentially expressed (fold change > 1.5, p < 0.05) for selected cytokines or cytokine receptors (upper panel) and TFs (lower panel). Samples from three independent experiments. Representative data of at least three (A and B) or two (C and D) independent experiments. Mean ± SEM. See also Figure S2.

**Figure 3:**
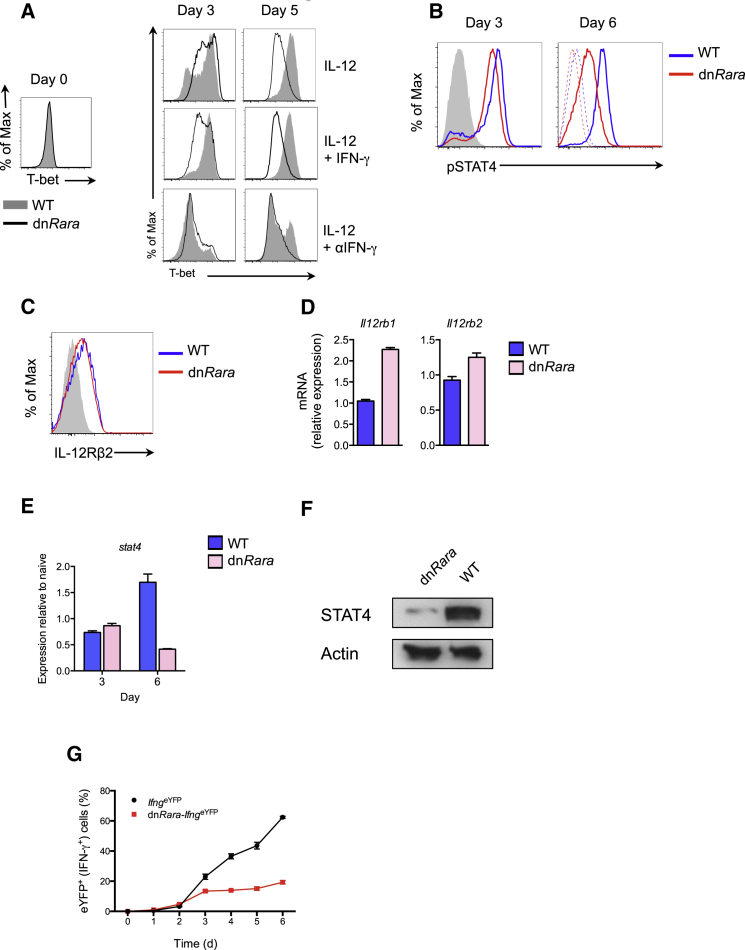
RA Required for Late Phase T-bet Expression (A) Naive CD4^+^ T cells from dn*Rara* and WT mice were differentiated under Th1 conditions with combinations of IFN-γ or IFN-γ antibody. T-bet expression analyzed at the indicated time points. Histograms gated on CD4^+^ T cells. (B) Flow cytometric analysis of STAT4 phosphorylation in naive CD4^+^ T cells from dn*Rara* and WT mice differentiated under Th1 conditions. Cells analyzed directly from culture after 3 days (left panel) or on day 6 following treatment with (solid lines) or without (dashed lines) 25 ng/ml IL-12 for 30 min (right panel). Shaded histogram displays pSTAT4 staining in cells cultured under Th0 conditions. (C) Cell-surface expression of IL-12Rβ2 on day 6 of culture. (D) Quantitative real-time PCR analysis of *Il12rb1 and Il12rb2* on day 6. (E) Quantitative real-time PCR analysis of *Stat4* in Th1 polarized cells at indicated time points. Expression relative to naive CD4^+^ T cells. (F) Western blot analysis of total STAT4 protein on day 6 of Th1 culture. (G) Naive CD4^+^ T cells from dn*Rara-Ifng*^eYFP^ and control mice were activated under Th1 conditions. Frequency of IFN-γ^+^ (eYFP^+^) cells at indicated time points, gated on viable CD4^+^. Data representative of two to three independent experiments. Mean ± SEM. See also Figure S3.

**Figure 4:**
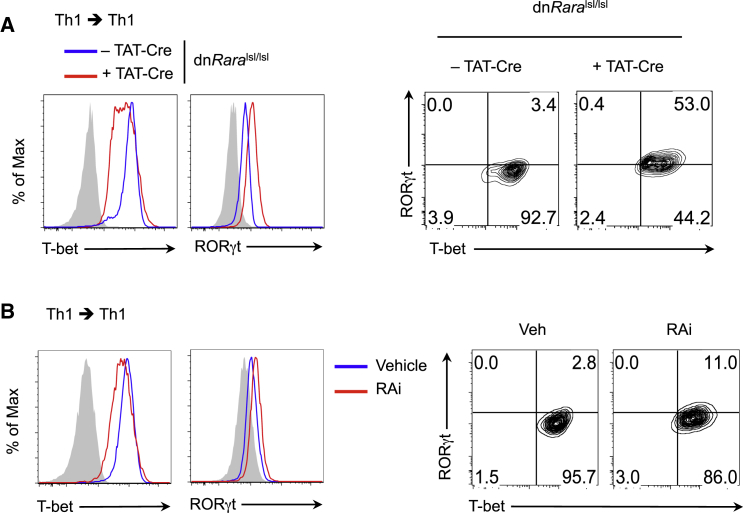
Loss of RA Signaling in Fully Committed Th1 Cells Leads to Th1 Plasticity and Divergence Toward the Th17 Lineage (A) Naive CD4^+^ T cells from dn*Rara*^*lsl/lsl*^ mice were differentiated under Th1 conditions. Th1 cells were transduced with TAT-Cre on days 5 and 7 and repolarized under Th1 conditions for a further 5 days. Intracellular expression of T-bet and RORγt. (B) Naive CD4^+^ T cells from *Ifng*^eYFP^ mice were differentiated under Th1 conditions. IFN-γ (eYFP^+^) cells were sorted on day 7 and restimulated under Th1 conditions for 5 days in the presence of Veh or RAi. Intracellular expression of T-bet and RORγt. Data representative of two independent experiments. See also Figure S4.

**Figure 5:**
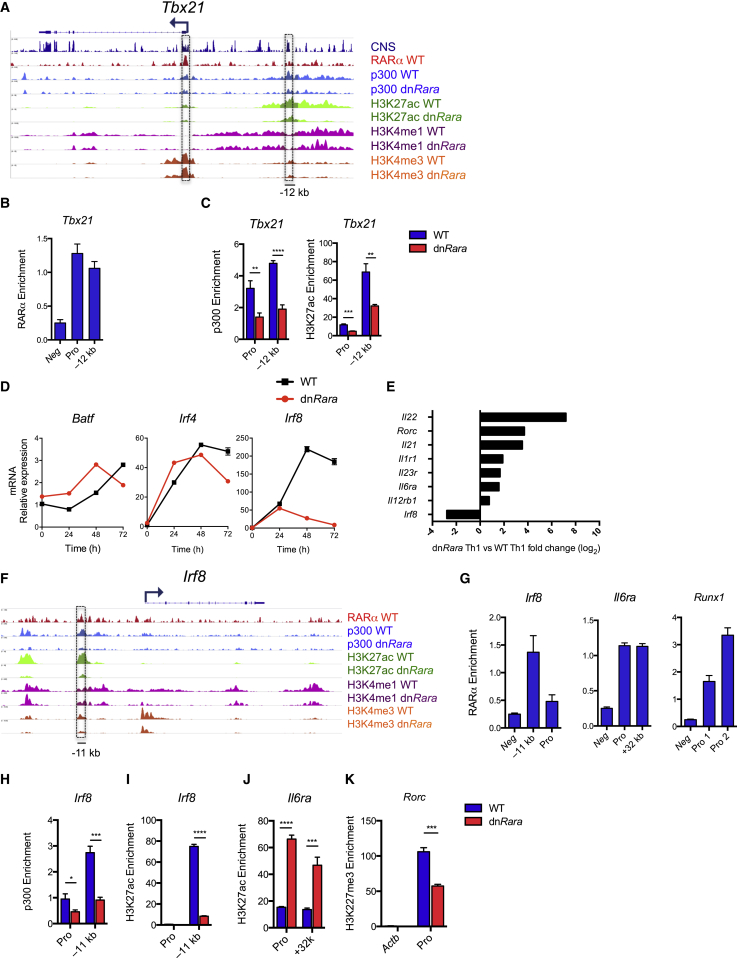
RA-RARα Regulates Enhancer Activity at Th1 Lineage Associated Loci and Represses Th17 Genes Naive CD4^+^ T cells from WT and dn*Rara* mice were cultured for 6 days under Th1 conditions prior to chromatin precipitation and transcriptional profiling. (A) ChIP-seq binding tracks at *Tbx21* locus for RARα in WT Th1 cells and p300 binding, H3K27ac, H3K4me1, and H3K4me3 modifications in WT and dn*Rara* Th1 cells. (B) Validation of the RARα-binding regions in WT Th1 cells by ChIP-qPCR. Untr6 region serves as a negative control. Binding events per 1,000 cells displayed as “Enrichment.” (C) The effects of dn*Rara* expression on p300 and H3k27ac abundance at the Tbx21 locus were validated by ChIP-qPCR. (D) Quantitative real-time PCR analysis of *Batf*, *Irf4*, and *Irf8* mRNA in naive CD4^+^ T cells from dn*Rara* or WT cells differentiated under Th1-cell conditions for 0, 24, 48, 72 hr. Mean ± SEM, replicate wells. (E) Log2 values of fold changes in gene expression as measured by microarray analyses. Average fold change depicted. (F) ChIP-seq binding tracks at *Irf8* locus for cells as in (A). (G) Validation of RARα ChIP-seq regions by ChIP-qPCR. (H–J) ChIP analysis of p300 and H3K27ac at selected loci. (K) ChIP analysis of H3K27me3 at the RORc locus. *Actb* locus serves as a negative control. Data from three independent experiments (E) or representative of two independent experiments (B–D, G–K); Mean ± SD unless noted otherwise. Abbreviation: pro, promoter. See also Figure S5.

**Figure 6:**
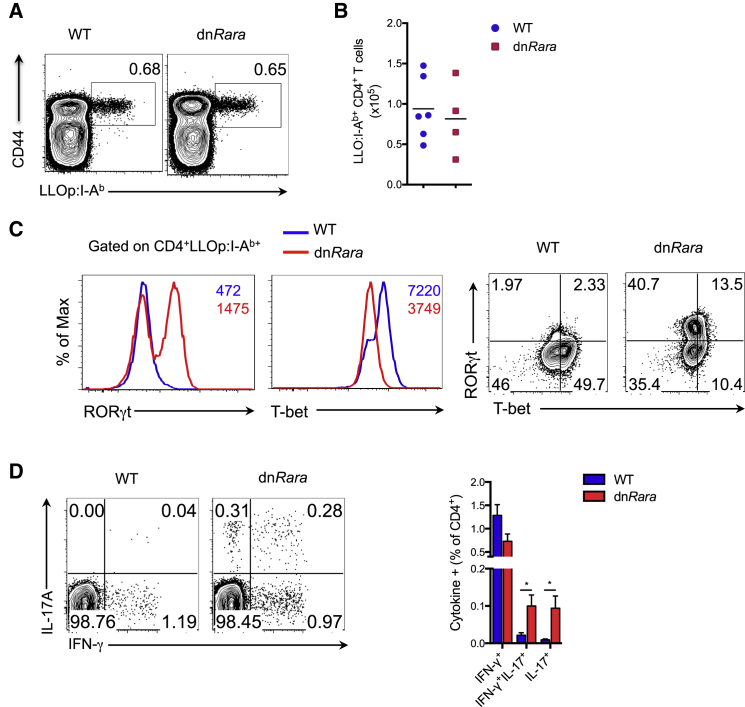
RA Signaling Required to Prevent the Generation of Th17 Cells during Infection with *L. monocytogenes* (A) Frequency of LLOp:I-A^b^ CD4^+^ T cells isolated from spleen of dn*Rara* and WT mice 7 days after infection with an attenuated strain of *L. monocytogenes* (Lm-2W). Gated on CD4^+^ T cells. (B) Absolute numbers of LLOp:I-A^b^ CD4^+^ T cells as in (A). (C) Intracellular T-bet and RORγt expression gated on LLOp:I-A^b^ CD4^+^ T cells. (D) Intracellular staining for IFN-γ and IL-17A following stimulation of splenocytes with LLOp for 6 hr, 7 days after infection with Lm-2W. Gated on CD4^+^ T cells. Right panel shows statistical data pooled from three independent experiments (3–6 mice per group). Representative data of at least three (A and B), or two independent experiments (C). Mean ± SEM. See also Figure S6.

**Figure 7:**
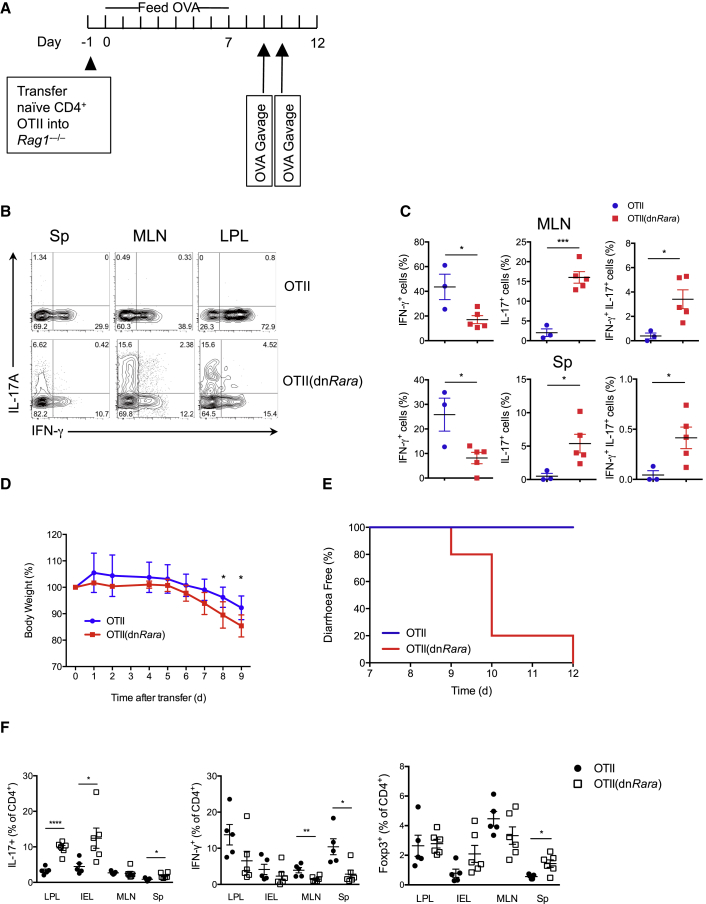
Loss of RA Signaling Causes Dysregulated Th1 and Th17 Response and Increased Pathogenicity in a Model of Gut Inflammation (A) Schematic illustration of the adoptive transfer experiment. (B) Intracellular expression of IL-17A and IFN-γ among CD4^+^ cells from the spleen (Sp), mesenteric lymph nodes (MLN), and lymphocytes from the lamina propria (LPL) of mice as in (A) 7 days after transfer. (C) Statistical data for frequency of IFN-γ^+^, IL-17^+^, and IFN-γ^+^IL-17^+^ cells as in (B) in MLN and Sp. (D) Percentile change of original body weight in *Rag1*^*−/−*^ recipients treated as in (A) (n = 5–7 per group). Mean ± SD. (E) Frequency of diarrhea-free mice among *Rag1*^*−/−*^ recipients as in (A) (OTII recipients n = 3, OT-II(dn*Rara*) recipients n = 5). (F) Frequencies of IL-17, IFN-γ, and Foxp3 in CD4^+^ cells isolated from Sp, MLN, LPL, and IELs of mice as in (A), 9 days after transfer (n = 5 or 6 per group). Data from one experiment (B and C), pooled from two independent experiments (D and F), or representative of two independent experiments (E). Mean ± SEM unless otherwise noted.

# Supplementary material for: Retinoic Acid Is Essential for Th1 Cell Lineage Stability and Prevents Transition to a Th17 Cell Program
**Source:** Immunity. 2015 Mar 17;42(3):499–511. doi: 10.1016/j.immuni.2015.02.003
**Supplement:** Document S1. Figures S1–S7, Tables S1–S5, and Supplemental Experimental Procedures

**Immunity**

**Supplemental Information**

**Retinoic Acid Is Essential for Th1  
Cell Lineage Stability and Prevents  
Transition to a Th17 Cell Program**

**Chrysothemis C. Brown, Daria Esterhazy, Aurelien Sarde, Mariya London, Venu  
Pullabhatla, Ines Osma-Garcia, Raya al-Bader, Carla Ortiz, Raul Elgueta, Matthew Arno,  
Emanuele de Rinaldis, Daniel Mucida, Graham M. Lord, and Randolph J. Noelle**

**Figure S1 (related to Figure 1). Expression of Foxp3 in CD4<sup>+</sup> T-cells deficient in RA signaling**

(A) Intracellular expression of Foxp3 in CD4<sup>+</sup> T-cells from spleen, thymus and mesenteric lymph nodes (MLN) of wild-type littermate control (WT) and *dnRara* mice.

(B) Total number of CD4<sup>+</sup>Foxp3<sup>+</sup> T-cells in spleen (upper panel) and thymus (lower panel) of WT and *dnRara* mice

Data are representative of two independent experiments. Mean  $\pm$  SEM.

**Figure S1.**

**A**

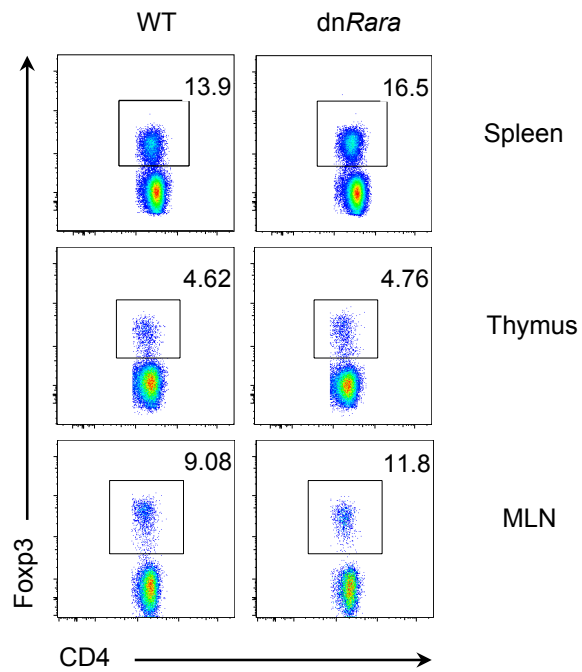

**B**

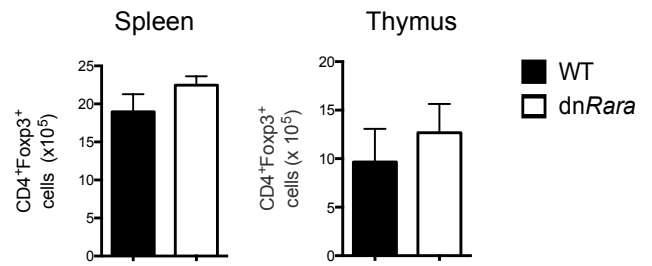

**Figure S2 (related to Figure 2). Proliferation and differentiation of CD4<sup>+</sup> T-cells in the absence of RA signaling**

(A) Naïve CD4<sup>+</sup> T-cells from WT and *dnRara* mice were labeled with CellTrace<sup>TM</sup> and cultured under Th1 conditions for 5 days. Flow cytometry showing dye dilution, gated on viable CD4<sup>+</sup> T-cells.

(B) Cell-surface expression of CD44 and CD25 on naïve CD4<sup>+</sup> T-cells from WT or *dnRara* mice cultured under Th1 conditions for 5 days.

(C) Naïve CD4<sup>+</sup> T-cell from WT and *dnRara* mice were cultured under Th0 or Th2 conditions for 6 days. Cells were analysed by flow cytometry for expression of intracellular ROR $\gamma$ t. Gated on CD4<sup>+</sup> T-cells.

(D) Sorted naïve CD4<sup>+</sup> T- cells from WT and *dnRara* mice were cultured under Th17 conditions for 6 days. Intracellular IL-17A and IFN- $\gamma$  expression after stimulation with PMA and ionomycin.

(E) CD4<sup>+</sup> T-cells from *dnRara-Ifng<sup>eYFP</sup>* and *Ifng<sup>eYFP</sup>* mice were cultured under Th1 conditions. Quantitative real-time PCR analysis of *Cxcr3* and *Il12rb2* from IFN- $\gamma$ <sup>+</sup> (eYFP<sup>+</sup>) cells sorted on day 7. Samples from three independent experiments.

Representative data from two to three independent experiments (A-D). Mean  $\pm$  SEM.

Figure S2.

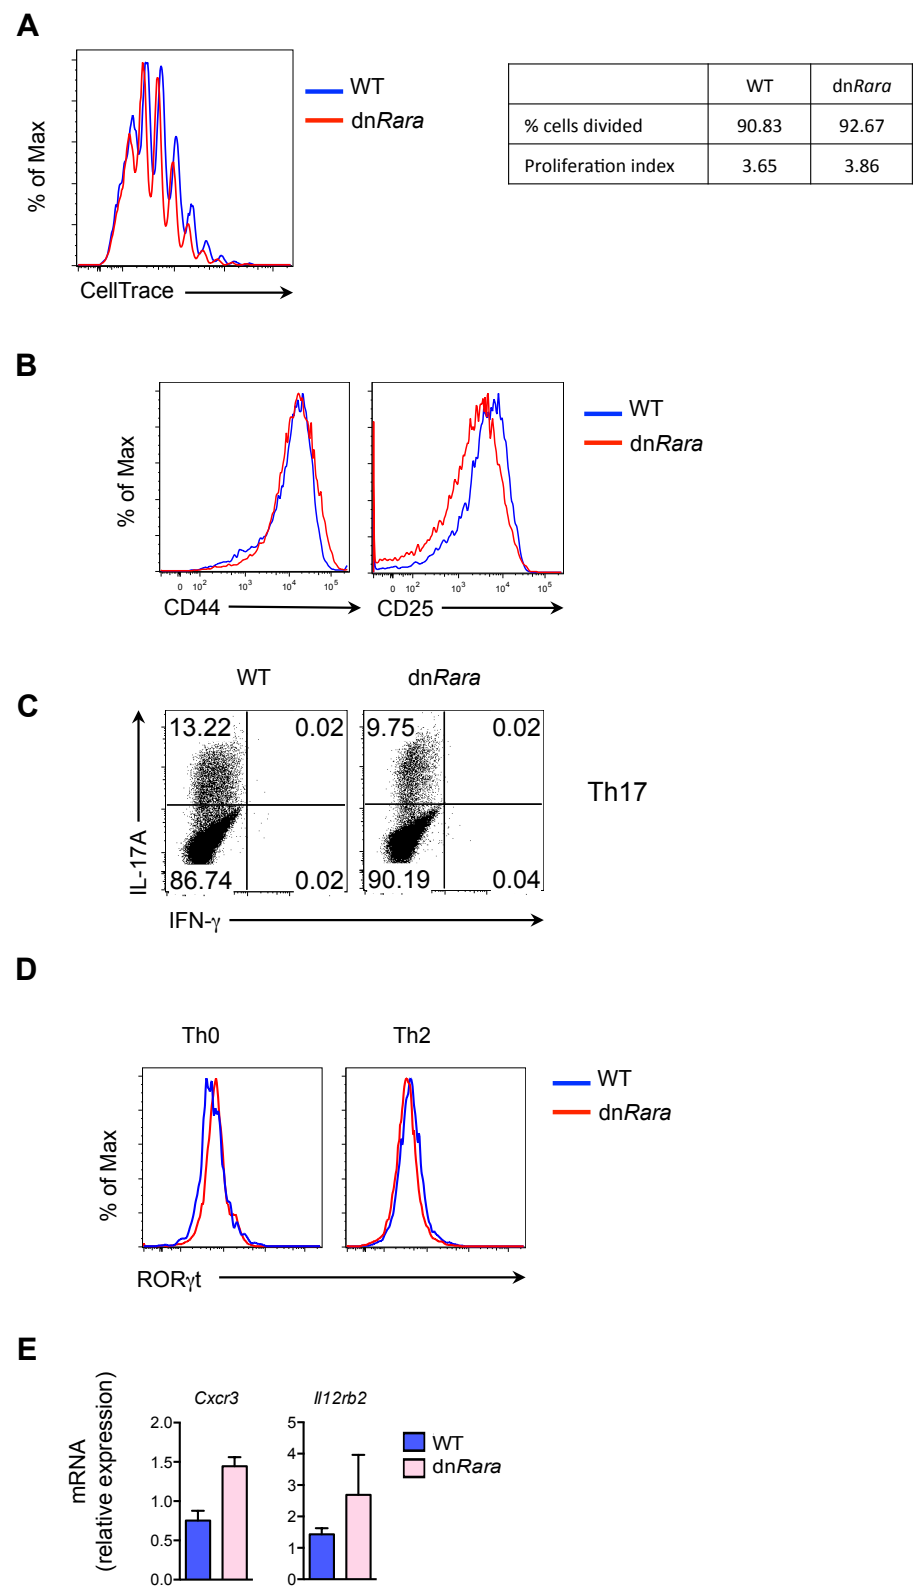

**Figure S3 (related to Figure 3). STAT3 and STAT4 activity in dn*Rara* Th1 differentiated cells**

(A) Flow cytometric analysis of STAT3 and STAT4 phosphorylation in naïve CD4<sup>+</sup> T-cells from dn*Rara* and WT mice differentiated under Th1 conditions. Cells analysed after 6 days following treatment with 25ng/ml IL-12, 20ng/ml IL-6 and 10ng/ml IL-23 for 30 minutes. Dashed lines represent untreated cells.

(B) Bar graph depicts ratio of pSTAT3/pSTAT4 signaling as assessed by MFI.

**Figure S3.**

**A**

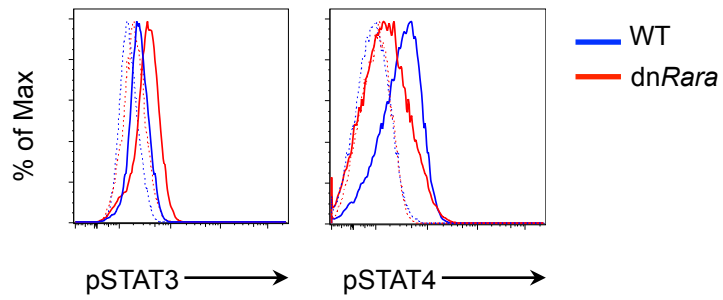

**B**

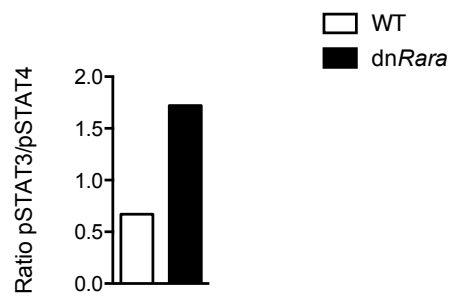

**Figure S4 (related to Figure 4). Cytokine analysis following temporal inhibition of RA signaling in Th1 cells**

(A) Naive CD4<sup>+</sup> T-cells from *dnRara*<sup>*tsl/tsl*</sup> mice were cultured under Th1 conditions. Th1 cells were transduced with TAT-Cre on days 5 and 7 and repolarised under Th1 conditions for a further 5 days. Intracellular expression of IFN- $\gamma$  and IL-17A following PMA and ionomycin stimulation.

(B) Naive CD4<sup>+</sup> T-cells from *Ifng*<sup>eYFP</sup> mice were differentiated under Th1 conditions. IFN- $\gamma$ <sup>+</sup> (eYFP<sup>+</sup>) cells were sorted on day 7 and recovered cells underwent secondary repolarisation in Th1 conditions for 5 days in the presence of Veh or RAI. Intracellular expression of IFN- $\gamma$  and IL-17A following PMA and ionomycin stimulation. Data representative of two independent experiments.

**Figure S4.**

**A** Th1 → Th1

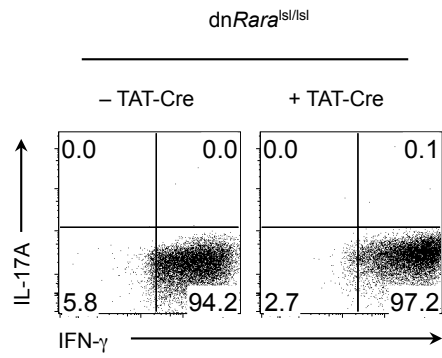

**B** Th1 → Th1

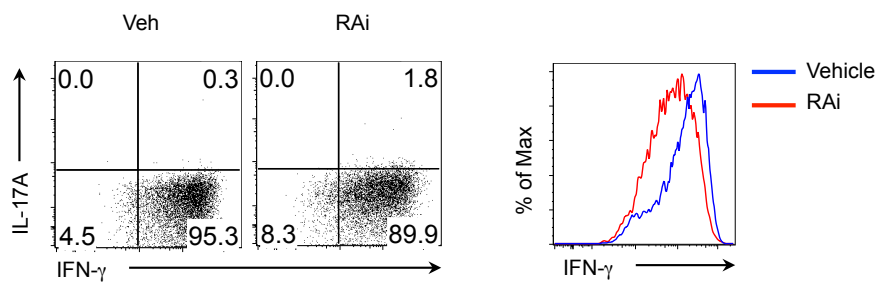

**Figure S5 (related to Figure 5). RA-RAR $\alpha$  regulates enhancers at Th1 genes and represses Th17 lineage specifying genes**

Naive CD4<sup>+</sup> T-cells from *dnRara* and WT mice were cultured under Th1 conditions as in Figure 5. After 6 days, ChIP was performed with the specified antibodies, followed by real-time PCR analysis at selected sites (B-C) or sequencing (A).

(A) ChIP-seq binding tracks at *Stat4* and *Ifng* loci for RAR $\alpha$  in WT Th1 polarised cells and p300 binding, H3K27ac, H3K4me1 and H3K4me3 modifications in WT and *dnRara* Th1 cells.

(B) Validation of the RAR $\alpha$  ChIP-seq regions in (A) by ChIP-qPCR assays. Untr6 region serves as a negative control. Data presented normalised to input.

(C) ChIP analysis of the abundance of p300 at the loci in (B) in WT and *dnRara* Th1 cells. Data presented normalised to input.

(D) ChIP-seq analysis of STAT4 binding at the *Tbx21* enhancer and comparison of p300 binding in WT and STAT4<sup>-/-</sup> Th1 cells. ChIP-Seq data (Vahedi et al. 2012 and Wei et al., 2010) was mapped to the Dec. 2011 (GRCm38/mm10) mouse genome assembly with the UCSC genome browser along with the ChIP-seq binding track for RAR $\alpha$  at the *Tbx21* locus.

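On the arrays, *Runx1* was read by 2 probes. The brighter one (NM_001111022, chromosome 16, 92605785 to 92605844) differed by 0.55 on the log2 scale (SE 0.64, adjusted p = 0.721 from limma), from 9.55 ± 0.66 (SD, n = 3) in WT to 10.09 ± 1.19 (SD, n = 3) in dn*Rara* Th1 cells. The other (NM_009821, chromosome 16, 92604413 to 92604472) differed by 0.40 (SE 0.38, adjusted p = 0.652 from limma). The groups overlapped at both probes. With an array left out, the difference at the brighter probe ranged from -0.08 to 1.11.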

(E) Quantitative real time PCR analysis of selected genes identified as differentially expressed on genome wide transcriptional profiling analysis of cells as in (A). Mean  $\pm$  SEM.

(F) Cell-surface expression of IL6-R $\alpha$  by flow cytometry in naïve *dnRara* and WT CD4<sup>+</sup> T-cells at indicated timepoints. Grey histogram indicates staining for isotype control.

Data (B-F) representative of two to three independent experiments. Mean  $\pm$  SD unless otherwise stated, \*\*p < 0.01; \*\*\*\*p < 0.0001.

**Figure S5.**

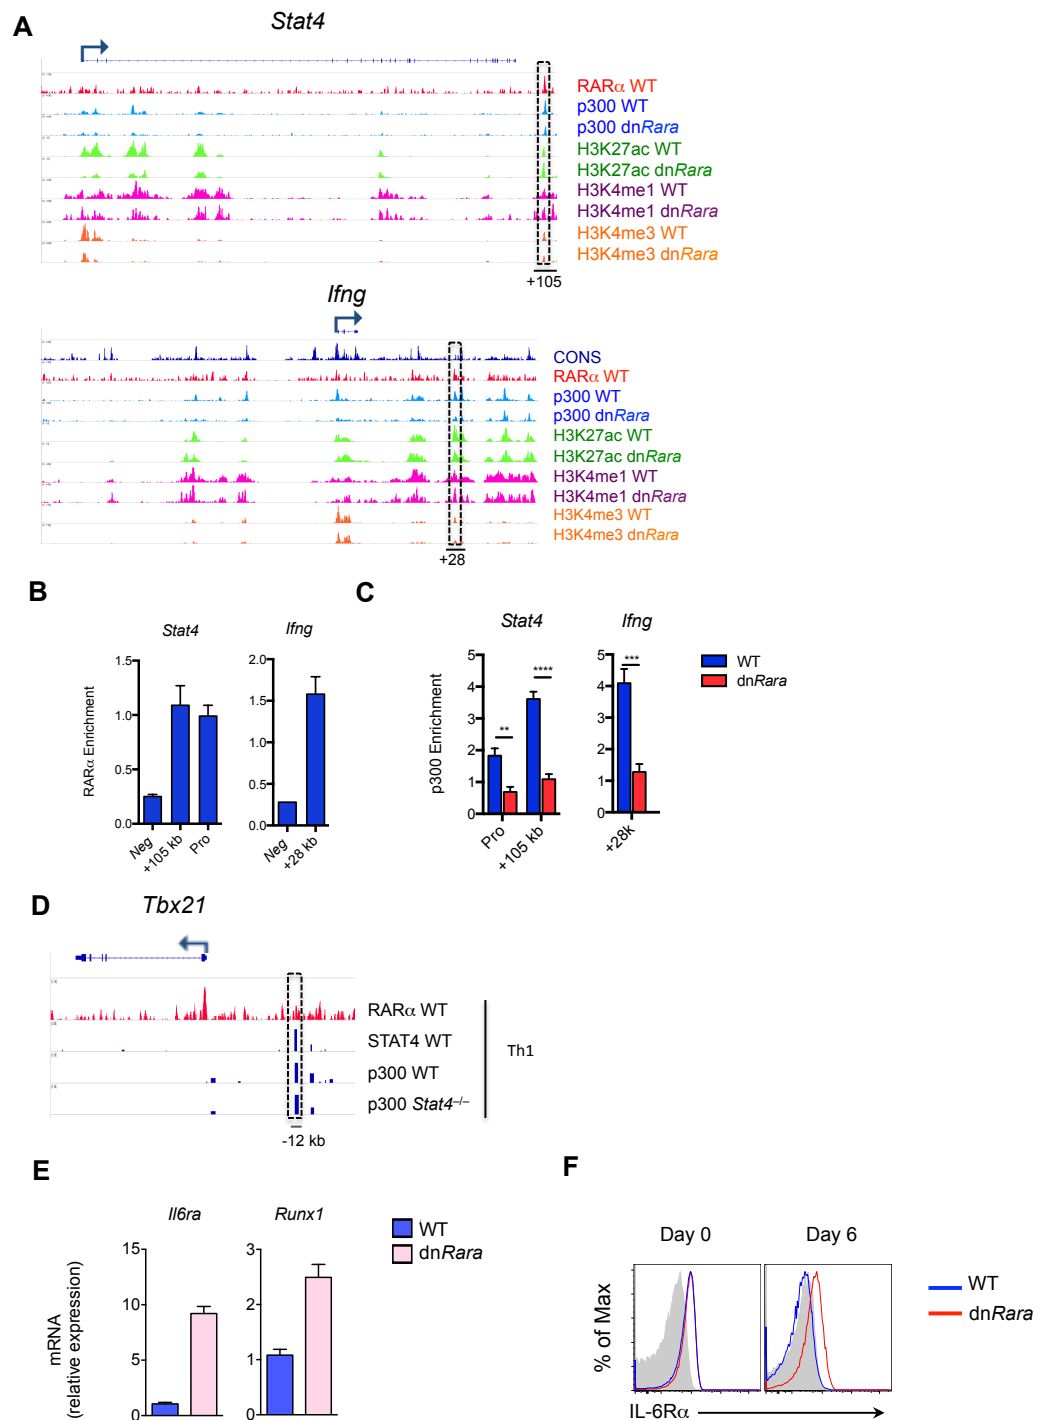

**Figure S6 (related to Figure 6). Cytokine production by dnRARA T-cells following infection with *L. monocytogenes***

(A) Splenocytes from dn*Rara* and WT mice infected with Lm-2W were restimulated with LLOp for 24 h. Concentration of IFN- $\gamma$ , IL-17A and IL-4 in supernatants was measured by multiplex bead array (Biorad). Data normalised to total numbers of CD4<sup>+</sup> T-cells. n = 3-4 mice per group.

(B) Intracellular staining for IFN- $\gamma$  and IL-4 following stimulation of splenocytes with LLOp for 6 h, 7 days after infection with *L. monocytogenes*. Gated on CD3<sup>+</sup>CD4<sup>+</sup> T-cells

(C) Cell surface expression of IL-6R $\alpha$  by flow cytometry

on LLOp:I-A<sup>b</sup> CD4<sup>+</sup> T-cells isolated from spleen of dn*Rara* or WT mice 7 days after infection with *L. monocytogenes*. Data from 4 pooled mice. Numbers indicate MFI.

Data representative of two to three independent experiments. Mean  $\pm$  SEM.

**Figure S6.**

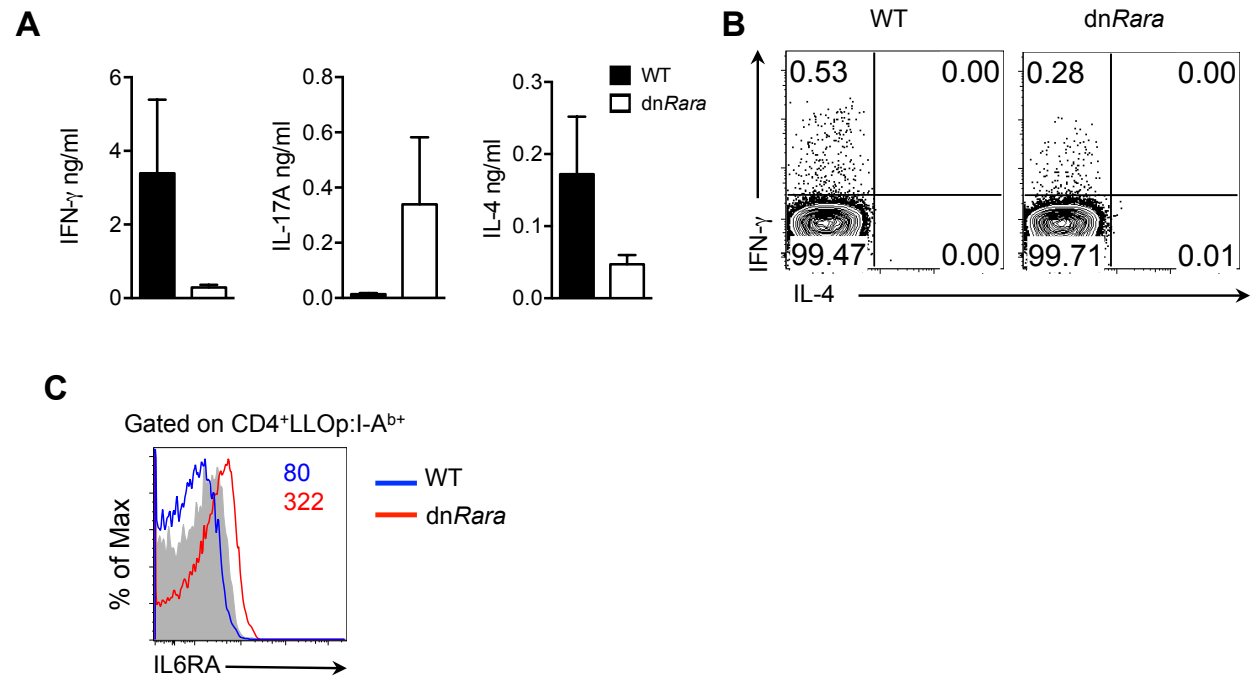

**Figure S7 (related to Figure 7). Gut homing in dn*Rara*-OTII CD4<sup>+</sup> T-cells**

(A) Percentage of OTII or OTII(dn*Rara*) CD4<sup>+</sup> cells recovered from LPL, IEL, MLN and Spleen of RAG<sup>-/-</sup> recipients, 9 days after adoptive transfer (n = 3-4 per group). Data representative of two independent experiments. Mean ± SEM.

**Figure S7.**

**A**

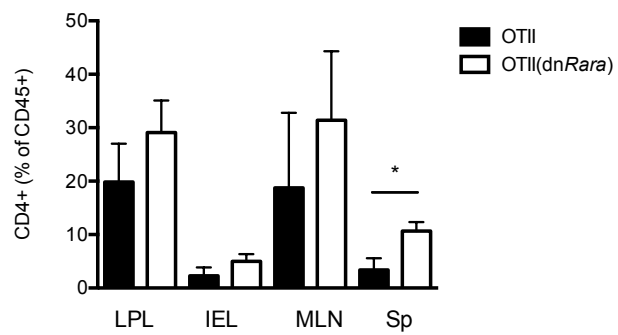

**Table S1 (related to Figure 5). List of Sequencing-Based Data Used in This Study including publically available data as indicated by Geo Accession Number**

| <b>Samples</b>                            | <b>Non-redundant tags</b> | <b>Peak counts</b> |
|-------------------------------------------|---------------------------|--------------------|
| RARA_WT                                   | 13303876                  | 1776               |
| H3K4me1_DNRAR                             | 18605274                  | 65960              |
| H3K4me1_WT                                | 23760603                  | 49542              |
| H3K4me3_DNRAR                             | 18333386                  | 49505              |
| H3K4me3_WT                                | 21918629                  | 53135              |
| H3K27Ac_DNRAR                             | 17421600                  | 37788              |
| H3K27Ac_WT                                | 20513640                  | 37151              |
| H3K27me3_DNRAR                            | 30667883                  | 56002              |
| H3K27me3_WT                               | 20833021                  | 78511              |
| p300_DNRAR                                | 23023765                  | 30495              |
| p300_WT                                   | 25213927                  | 46191              |
| Stat4 WTTh1 (GSM550303)                   | 8982352                   | 20862              |
| p300 WT Th1 (GSM994508)                   | 19652779                  | 25554              |
| p300 Stat4 <sup>-/-</sup> Th1 (GSM994509) | 18282554                  | 29208              |

**Table S2 (related to Figure 5). Genes downregulated in dnRara Th1 cells that were bound by RAR $\alpha$  in WT Th1 cells.**

|               |        |         |
|---------------|--------|---------|
| 1110037F02Rik | Fli1   | Ncln    |
| 1810011H11Rik | Fmn13  | Nedd4l  |
| 3300005D01Rik | Foxo3  | Nfic    |
| 5830416P10Rik | Foxp1  | Nln     |
| Acsl4         | Furin  | Nme1    |
| Adora2a       | Gas5   | Nod1    |
| Alkbh7        | Gcsh   | Notch2  |
| Asb2          | Gfi1   | Nt5e    |
| Birc5         | Gimap3 | P2rx7   |
| Blm           | Gimap4 | Pde2a   |
| Bre           | Gimap8 | Prr5l   |
| Capzb         | Gimap9 | Rbks    |
| Chsy1         | Hic1   | Rcbtb2  |
| Cmas          | Hmgcs1 | Shf     |
| Cnga1         | Idi1   | Slc16a6 |
| Coq7          | Ifngr1 | Smad3   |
| Ctps          | lfrd2  | Sqle    |
| Cycs          | Irf8   | Sulf2   |

|         |       |        |
|---------|-------|--------|
| Cyp51   | Itih5 | Tbx21  |
| Cyp51   | Kcnn4 | Trem12 |
| Dennd4a | Kif2c | Txn2   |
| Dusp6   | Lbr   | Ube2e3 |
| E2f3    | Lef1  | Uchl3  |
| Enpp4   | Mdc1  | Vav3   |
| Fasn    | Me2   | Vipr1  |
| Fgl2    | Mrto4 |        |

**Table S3 (related to Figure 5). Genes upregulated in dnRara Th1 cells that were bound by RAR $\alpha$  in WT Th1 cells**

|               |        |          |
|---------------|--------|----------|
| 1110038F14Rik | lfng2  | Slfn2    |
| Ak2           | Il15ra | Socs1    |
| Antxr2        | Insr   | Sp100    |
| Aph1b         | Irf1   | Stat1    |
| Arhgap25      | Irgm1  | Tagap    |
| Arid4a        | Kif3b  | Tmem50a  |
| B2m           | Mcl1   | Tnip1    |
| Bace2         | Mettl8 | Tor1aip2 |
| Bcl10         | Mga    | Traf1    |
| Bcl6          | Mpeg1  | Trpm6    |
| Birc3         | Nek6   | Twsg1    |
| Cd320         | Net1   | Usp53    |
| Cnnm2         | Npc2   | Vav1     |
| Ddit3         | Plec   | Wdsub1   |
| Egr2          | Polg   | Zbp1     |
| Fam43a        | Ptpn1  | Zfp207   |
| Filip1l       | Rab19  | Zfp36l2  |
| Fndc3a        | Rhd    | Zmym6    |
| Fuca1         | Slamf1 |          |

**Table S4. Taqman assays used for RT-PCR gene expression analyses (related to Figures 1-3 and 5).**

|            |               |
|------------|---------------|
| Mouse ACTB | 4352341E      |
| Il6ra      | Mm00439653_m1 |
| Il22       | Mm00444241_m1 |
| Runx1      | Mm01213404_m1 |
| Batf       | Mm00479410_m1 |
| Cxcr3      | Mm99999054_s1 |

|         |               |
|---------|---------------|
| Il23r   | Mm00519943_m1 |
| Il1r1   | Mm00434237_m1 |
| Il21    | Mm00517640_m1 |
| Il10    | Mm00439616_m1 |
| Irf8    | Mm00492567_m1 |
| Irf4    | Mm00516431_m1 |
| Stat4   | Mm00448890_m1 |
| Il12rb2 | Mm00434200_m1 |
| Ifng    | Mm00801778_m1 |
| Il12rb1 | Mm00434189_m1 |
| Rorc    | Mm01261022_m1 |
| Gata3   | Mm00484683_m1 |
| Tbx21   | Mm00450960_m1 |

**Table S5 (related to Figure 5). Sequences of PCR primers used in ChIP assays**

|                                 |                          |
|---------------------------------|--------------------------|
| Stat4 +105k F                   | TCCTCCTCCCTTTGTTGTTTC    |
| Stat4 +105k R                   | GGGCCTTAATCAACCATTTTC    |
| Stat4 Promoter F                | AGAGGGCATAACCGAGAAC      |
| Stat4 Promoter R                | TCTAGGGAGCCAGCATCAAC     |
| Tbx21 Promoter F                | TCGCTTTTGGTGAGGACTG      |
| Tbx21 Promoter R                | GGTGGCAGGTTGACTCTTTC     |
| Tbx21 -12k F                    | GCGGAAGAGGGAACTAACAC     |
| Tbx21 -12k R                    | GGACCCGGAACCTATGTATG     |
| Irf8 Promoter F                 | CAGAAGCTAGGGCTGGTGTC     |
| Irf8 Promoter R                 | CACAGAACAGATCCCAAATGTC   |
| Irf8 -11k F                     | CCTTAACCCCGGAACTGTAG     |
| Irf8 -11k R                     | TGCTGTGCTTGCCCTCTACTC    |
| Il6ra Promoter F                | TCCGCTTGAGTTTTGCTTTC     |
| Il6ra Promoter R                | CACTGACCTGCCTTCTACTTTAAC |
| Il6ra +32k F                    | CAAAGCTAAAACCAGGAAATGAC  |
| Il6ra +32k R                    | AAAAGGTTCCATGTGATGTTG    |
| Rorc Promoter (Roryt isoform) F | AGGAATTTGGGTGTGGTGAG     |
| Rorc Promoter (Roryt isoform) R | CTGTCTTGGGTGGTGTCTTG     |
| Runx1 Promoter 1 F              | TGGAAGAGGAAGAAGCTGTG     |
| Runx1 Promoter 1 R              | CAAGAGAAGCCACCCCAAAC     |
| Runx1 Promoter 2 F              | TGCTGGGCTTACACTTCTGAC    |
| Runx1 Promoter 2 R              | TGGACCTCATAAACAACACAG    |
| IFNg +28k F                     | CTTTGAGCCACTGATGGGTAG    |
| IFNg +28k R                     | GCCTCTCCACGTCTCTTCTTC    |

## **Supplemental Experimental Procedures**

### **Reagents**

LLO<sub>190-201</sub> was synthesised by PiProteomics and was >95% pure, as determined by HPLC. LLO:I-A<sup>b</sup> monomers were provided by NIH Core Tetramer Facility. PE labeled LLO:I-A<sup>b</sup> dextramers were synthesised by Immudex. Recombinant Lm-2W strain was provided by Marc Jenkin's Laboratory. LE540 was purchased from Alpha Laboratories.

### **Naïve CD4<sup>+</sup> T-cell isolation and culture**

Naïve CD4<sup>+</sup>CD25<sup>neg</sup>CD44<sup>lo</sup>CD62L<sup>hi</sup> T-cells were isolated by cell sorting by FACS Aria (BD) after enrichment with a CD4<sup>+</sup> T-cell negative selection kit (Miltenyi Biotec). T-cell depleted splenocytes were prepared using a CD3<sup>+</sup> microbead selection kit (Miltenyi Biotec) followed by irradiation at 3000 rad. Naïve CD4<sup>+</sup> T-cells were cultured for 3 days with irradiated T cell-depleted splenocytes at a ratio of 1:5 in the presence of 5 µg/ml of anti-CD3 (145-2C11) under Th0 cell conditions (IL-2 100 IU/ml, anti-IL-4 (11B11) and anti-IFN-γ (XMG1.2), 10 µg/ml each); Th1 cell conditions (100 IU/ml of IL-2, 10 ng/ml of IL-12, and anti-IL-4); Th2 cell conditions (100 IU/ml of IL-2, 10 ng/ml of IL-4, anti-IL-12 (C17.8), and anti-IFN-γ (XMG1.2); or Th17 cell conditions, 5 ng/ml TGFβ, 20 ng/ml IL-6, 10 ng/ml IL-1β, anti-IL-4, and anti-IFN-γ). Cells were expanded for an additional 3-4 days. Where indicated, 10 ng/ml IFN-γ or 10 µg/ml anti-IFN-γ was added. In secondary repolarisation assays, where specified, LE540 (1 µM) or DMSO (vehicle control) was added to the media. Cytokines were from R&D. Anti-CD3 was from BioXcell and other antibodies were from BD Biosciences. All cell cultures were performed in complete RPMI containing 10% fetal

bovine serum (FBS), 55  $\mu$ M  $\beta$ -mercaptoethanol, HEPES, non-essential amino acids, glutamine, penicillin and streptomycin.

### **TAT-Cre transduction**

Sort purified naïve CD4<sup>+</sup> T-cells were differentiated under Th1 conditions. After 5 days, cells were washed twice in serum free medium prior to treatment with 50  $\mu$ g/ml TAT-Cre (Millipore) or medium alone (mock treatment). Cells were incubated at 37°C for 45 minutes. The reaction was quenched with medium containing 20% FBS followed by further washing. Cells were expanded for 2 days followed by retreatment with TAT-Cre or media as before. Cells were then restimulated under Th1 cell conditions for 3 days and expanded for a further 2 days prior to analysis.

### **Flow Cytometry**

For analysis of cytokine production, cells were restimulated with 100 ng/ml phorbol 12-myristate 13-acetate (PMA) and 500 ng/ml ionomycin in the presence of monensin for 4-5 h at 37°C in a tissue culture incubator. Cell surface staining was carried out in PBS with 2% FBS. For live cell analysis or cell sorting, dead cells were excluded by staining with SYTOX blue (Invitrogen). For intracellular staining, cells were first stained with LIVE/DEAD Fixable Violet or near IR Dead Cell Stain (Invitrogen), followed by staining for cell-surface markers and then resuspended in fixation/permeabilisation solution (Cytofix/Cytoperm kit or Transcription Factor Buffer kit; BD Biosciences). Intracellular staining carried out in accordance with the manufacturer's instructions. Intracellular phosphorylated STAT proteins were stained with Phosflow Lyse/Fix Buffer, and Phosflow Perm Buffer III (BD

Biosciences) according to the manufacturer's protocol. Data were collected with a LSR Fortessa (BD) and results were analyzed with FlowJo software (Tree Star). All the antibodies for staining cell surface markers, cytokines or transcription factors were purchased from either BD Biosciences or eBiosciences.

### **Luminex Immunoassays**

Cytokine levels in supernatants were measured using a multiplex bead-based assay (Bio-Rad Laboratories) in a Luminex FlexMap3D System (Luminex Corporation).

### **Western Blotting**

Differentiated Th1 cells were lysed in RIPA buffer supplemented with protease inhibitors. Lysates were electrophoresed on 10% gels (Biorad), transferred to nitrocellulose and blotted with anti-STAT4 or anti-actin followed by anti-rabbit-horseradish peroxidase conjugated antibody. All antibodies were from Cell Signaling Technology.

### ***L. monocytogenes* infection and analysis**

Mice were infected i.v. with  $1 \times 10^6$  cfu *L. monocytogenes* and spleens were harvested 7 days later. For FACS analysis, single cell suspensions were enriched for CD4<sup>+</sup> T-cells with a CD4<sup>+</sup> T-cell negative selection microbead kit (Miltenyi Biotec) and stained with PE labeled, LLO:I-A<sup>b</sup> dextramer (Immudex) and cell surface antibodies. For analysis of cytokine production, supernatants were collected from splenocytes restimulated with LLO peptide (PiProteomics) at 10 µg/ml for 24 h or intracellular cytokine staining was performed following stimulation with LLO peptide for 6 h in the presence of monensin.

### **Food antigen induced diarrhoea model**

*Rag1*<sup>-/-</sup> mice were kept on a sulfatrim-containing diet and only exposed to autoclaved supplies. Naïve OTII CD4 cells (defined as CD4<sup>+</sup>CD25<sup>-</sup>Vb5<sup>+</sup>Va2<sup>+</sup>CD44<sup>-</sup>) were sorted from 8-12 weeks old female C57Bl6 OTII(dn*Rara*) or C57Bl6 OTII mice using a FACS Aria cell sorter (Becton Dickinson), and 2 x 10<sup>6</sup> cells in 100µl PBS were retro-orbitally transferred to 12 weeks old *Rag1*<sup>-/-</sup> females. 12h after the adoptive transfer, the drinking water was replaced by a 1% Grade II ovalbumin (OVA, Sigma) and 0.5% Splenda (McNeil Nutritionals) solution for 7 days. Body weight was measured at 5pm every day. For monitoring diarrhea development, the faeces texture after 7 days of OVA, 2h after a gavage challenge with 50mg Grade III OVA (Sigma) in 200 µl PBS on days 9 and 10 and without further challenge on day 12 was analysed. A mouse was diagnosed with diarrhoea if the faeces had the characteristic soft and light appearance at two consecutive occasions. For the single gavage challenge experiment, mice were subjected to the challenge on day 9 only and the faeces were analysed after 2h. To determine T cell frequencies, lymphocytes were isolated as previously described (Mucida et al., 2007) on day 7 (from mesenteric lymph node (MLN) and spleen only) or day 9 (from the intestinal epithelium, lamina propria, MLN and spleen) after the start of oral OVA exposure of the recipient mice. For cytokine staining, isolated lymphocytes were stimulated for 3h in RPMI medium supplemented with 10% FBS, 55 µM β-mercaptoethanol, 100ng/ml PMA (Sigma), 500ng/ml Ionomycin (Sigma) and 10µg/ml brefeldin A (Sigma) prior to the incubation with antibodies. Cells were first stained with antibodies against cell surface markers, followed by permeabilization using either Fix/Perm buffer (BD Pharmingen) for cytokine stainings, or

using the Foxp3 Mouse Regulatory T cell Staining Kit (eBioscience) for Foxp3 staining. The fluorescent-dye- conjugated antibodies used were obtained from BD-Pharmingen (anti-CD4, 550954; anti-CD25, 553866; anti-IL-17a, 559502; anti-Vb5, 553190) or eBioscience (anti-CD44, 56-0441; anti-CD45.2, 47-0454; anti-TCR- $\beta$ , 47-5961; anti-IFN- $\gamma$ , 25-7311; anti-Foxp3, 17-5773; anti-V $\alpha$ 2, 48-5812). Stained cells were analysed using a LSR-II flow cytometer (Becton Dickinson) and population frequencies were determined using the FlowJo software (Tree Star).

### **Chromatin immunoprecipitation (ChIP)**

20-60 million Th1 polarised cells from WT and dnRara mice were fixed, washed and snap-frozen according to the Cell Fixation protocol from Active Motif (<http://www.activemotif.com/documents/1848.pdf>). Chromatin was isolated by the addition of lysis buffer, followed by disruption with a Dounce homogenizer. Lysates were sonicated and the DNA sheared to an average length of 300-500 bp. Genomic DNA (Input) was prepared by treating aliquots of chromatin with RNase, proteinase K and heat for de-crosslinking, followed by ethanol precipitation. Pellets were resuspended and the resulting DNA was quantified on a NanoDrop spectrophotometer. Extrapolation to the original chromatin volume allowed quantitation of the total chromatin yield. An aliquot of chromatin was precleared with protein A agarose beads (Invitrogen). Following immunoprecipitation with specified antibodies, complexes were washed, eluted from the beads with SDS buffer, and subjected to RNase and proteinase K treatment. Crosslinks were reversed by incubation overnight at 65 C, and ChIP DNA was purified by phenol-chloroform extraction

and ethanol precipitation and used for the preparation of Illumina sequencing libraries and for ChIP qPCR analysis.

### **ChIP-qPCR**

Quantitative PCR (qPCR) reactions were carried out in triplicate on specific genomic regions using SYBR Green Supermix (Bio-Rad). See Table S5 for Primer details. The resulting signals were normalized for primer efficiency by carrying out qPCR for each primer pair using Input DNA. By using standards of known quantities of DNA it was possible to calculate the number of genome copies pulled down for each of the sites tested, and thus to calculate the copies pulled down per starting cell number, presented as 'Enrichment'. For RAR $\alpha$  ChIP qPCR a gene desert on chromosome 6 (Untr6) was used for a negative control site (Active Motif Catalog No: 71011).

### ChIP Sequencing (Illumina)

Illumina sequencing libraries were prepared from the ChIP and Input DNAs using standard procedures and libraries were sequenced on HiSeq 2500

### **ChipSeq Analysis**

For each sample the 50bp SE reads in FastQ format from the sequencer were aligned to the mouse reference genome (mm10) using Novoalign v2.07.11 (<http://www.novocraft.com>). The resulting alignment file was converted to BAM format using samtools (<http://samtools.sourceforge.net/>) and the pcr duplicates were removed using picard tools (<http://picard.sourceforge.net>). Only uniquely mapped reads from each

sample were selected for further analysis. Significantly enriched regions from each sample were identified with MACS v2.0.10\_20131216 (Zhang et al. 2008, Feng J et al. 2011) (with  $q=0.10$ ) using the input sample for background correction. In some instances peaks were identified by visual inspection and confirmed by ChIP qPCR. In case of H3K4me1 and H3K27me3 samples, “--broad” setting was used to merge nearby enriched regions. For visualization purposes, the input signal was subtracted from each ChIP sample and was converted into bigWig format using “bedGraphToBigWig” utility from UCSC tools (<http://genome.ucsc.edu/util.html>). The identified significantly enriched regions were annotated to find the associated genes using “FindNeighbouringGenes” utility from USeq package (<http://useq.sourceforge.net/>). Associated genes represent the closest transcriptional start site from the centre of the peak.

### **Microarray data**

Total RNA was extracted from cells lysed in Trizol LS reagent (Life Technologies). RNA quality was assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies) and quantified with the Nanodrop ND-1000 UV-spectrophotometer (NanoDrop Technologies).

#### Transcriptome in IFN- $\gamma$ <sup>+</sup> (eYFP<sup>+</sup>) CD4<sup>+</sup> T-cells

Naïve CD4<sup>+</sup> T-cells from *dnRara*-IFN- $\gamma$ <sup>eYFP</sup> or littermate control IFN- $\gamma$ <sup>eYFP</sup> reporter mice were cultured under Th1 conditions. On day 7 of culture, following restimulation with PMA and ionomycin, eYFP<sup>+</sup> cells were sorted and total RNA was extracted for transcriptional profiling using Affymetrix Mouse Gene 2.0 ST arrays. Pre-processing and statistical analysis of gene expression data were done using Partek Genomics Suite 6.6. CEL files

were imported and expression intensities were summarised, normalised and transformed using Robust Multiarray Average algorithm. Two additional samples from eYFP<sup>+</sup> dn*Rara* or wild-type cells sorted without prior restimulation were included in the normalisation. These samples were not included in the analysis of differentially expressed genes. P values <0.05 and fold change in expression  $\geq 1.5$  or  $\leq -1.5$  were considered significant.

#### Transcriptome in Th1 differentiated cells

Sorted naïve CD4<sup>+</sup> T-cells from dn*Rara* or WT mice were polarised under Th1 conditions. On day 6 of culture cells were harvested and total RNA was extracted for microarray study or ChIP. RNA isolation, microarray and data processing performed by Miltenyi Biotec. Transcriptome analysis was performed using Agilent Whole Mouse Genome Oligo Microarrays 8X60K in accordance with manufacturer's protocol. Data analysis was performed using R/bioconductor and software packages therein (<http://www.R-project.org> ; <http://www.bioconductor.org>) or MS-Office Excel (Microsoft Inc.). Background corrected intensity values were normalized between arrays using quantile normalization. Quality controls include comparison of intensity profiles and a global correlation analysis. Differentially expressed genes were identified by statistical group comparisons on normalized (background corrected and quantile normalized) log2 transformed fluorescence intensities using Student's t-test (two-tailed, equal variance). Reporters showing a p-value  $\leq 0.05$  and a median fold-change in expression  $\geq 1.5$  or  $\leq -1.5$  were considered as reliable candidates for altered gene expression. In addition, at least two of the replicate samples in the group with higher expression were required to have detection p-values  $\leq 0.01$ .

## **Supplemental References**

Feng, J., Liu, T. and Zhang, Y. (2011) Using MACS to Identify Peaks from ChIP-Seq Data. Current Protocols in Bioinformatics. 34:2.14:2.14.1–2.14.14.

Mucida, D., Park, Y., Kim, G., Turovskaya, O., Scott, I., Kronenberg, M., Cheroutre, H. (2007) Reciprocal TH17 and Regulatory T Cell Differentiation Mediated by Retinoic Acid. Science 317, 256-260

Yong Zhang, Tao Liu<sup>1</sup>, Clifford A Meyer, Jérôme Eeckhoute, David S Johnson, Bradley E Bernstein, Chad Nusbaum, Richard M Myers, Myles Brown, Wei Li<sup>7</sup> and X Shirley Liu. (2008) Model-based Analysis of ChIP-Seq (MACS). Genome Biology. 9:R 137

# Supplementary material for: Retinoic Acid Is Essential for Th1 Cell Lineage Stability and Prevents Transition to a Th17 Cell Program
**Source:** Immunity. 2015 Mar 17;42(3):499–511. doi: 10.1016/j.immuni.2015.02.003
**Supplement:** Document S2. Article plus Supplemental Information

# Immunity

## Retinoic Acid Is Essential for Th1 Cell Lineage Stability and Prevents Transition to a Th17 Cell Program

### Graphical Abstract

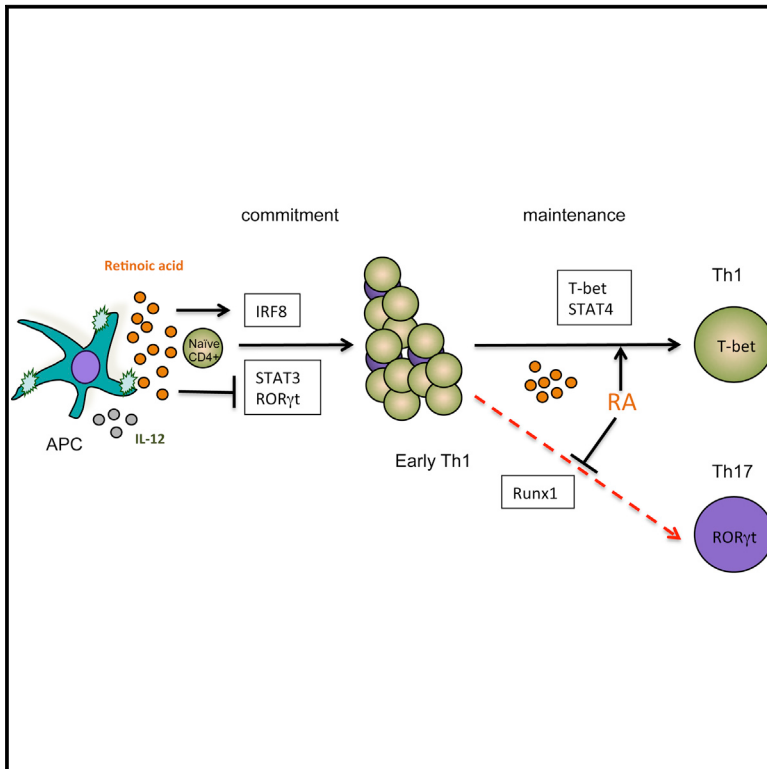

### Authors

Chrysothemis C. Brown,  
Daria Esterhazy, ..., Graham M. Lord,  
Randolph J. Noelle

### In Brief

Maintenance of T helper (Th)-cell identity is critical for appropriate immune responses; however, the factors that regulate Th-cell plasticity are unresolved. Brown et al. show that retinoic-acid signaling confers Th1 cell stability and restrains their conversion to Th17 cells.

### Highlights

- Retinoic acid (RA) stabilizes Th1 fate commitment
- Signaling through RA receptor  $\alpha$  (RAR $\alpha$ ) activates enhancers of Th1-cell-lineage-specifying genes
- RA-RAR $\alpha$  represses Th17-cell genes in Th1 cells and constrains Th1-cell plasticity
- RA-RAR $\alpha$  prevents development of pathogenic Th17 cells in vivo

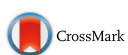

Brown et al., 2015, Immunity 42, 499–511  
March 17, 2015 ©2015 The Authors  
<http://dx.doi.org/10.1016/j.immuni.2015.02.003>

CellPress

# Retinoic Acid Is Essential for Th1 Cell Lineage Stability and Prevents Transition to a Th17 Cell Program

Chrysothemis C. Brown,<sup>1,\*</sup> Daria Esterhazy,<sup>2</sup> Aurelien Sarde,<sup>1</sup> Mariya London,<sup>2</sup> Venu Pullabhatla,<sup>3</sup> Ines Osma-Garcia,<sup>1</sup> Raya al-Bader,<sup>1</sup> Carla Ortiz,<sup>1</sup> Raul Elgueta,<sup>1</sup> Matthew Arno,<sup>4</sup> Emanuele de Rinaldis,<sup>3,5</sup> Daniel Mucida,<sup>2</sup> Graham M. Lord,<sup>1,3</sup> and Randolph J. Noelle<sup>1,6,\*</sup>

<http://dx.doi.org/10.1016/j.immuni.2015.02.003>

This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/4.0/>).

## SUMMARY

CD4<sup>+</sup> T cells differentiate into phenotypically distinct T helper cells upon antigenic stimulation. Regulation of plasticity between these CD4<sup>+</sup> T-cell lineages is critical for immune homeostasis and prevention of autoimmune disease. However, the factors that regulate lineage stability are largely unknown. Here we investigate a role for retinoic acid (RA) in the regulation of lineage stability using T helper 1 (Th1) cells, traditionally considered the most phenotypically stable Th subset. We found that RA, through its receptor RAR $\alpha$ , sustains stable expression of Th1 lineage specifying genes, as well as repressing genes that instruct Th17-cell fate. RA signaling is essential for limiting Th1-cell conversion into Th17 effectors and for preventing pathogenic Th17 responses *in vivo*. Our study identifies RA-RAR $\alpha$  as a key component of the regulatory network governing maintenance and plasticity of Th1-cell fate and defines an additional pathway for the development of Th17 cells.

## INTRODUCTION

Functional plasticity within cells of the innate and adaptive immune system increases the breadth of response to pathogens while also limiting responses detrimental to the host. CD4<sup>+</sup> T cells diversify into distinct effector subsets upon antigenic stimulation. Cytokines and other microenvironmental factors present during T-cell priming direct differentiation via induction of lineage specifying transcription factors (TFs): T-bet is the “master” regulator for T helper 1 (Th1) cells, ROR $\gamma$ t for Th17 cells, and GATA3 directs the Th2 program. *In vivo*, the presence of cells that express TFs and cytokines from opposing Th line-

ages indicates flexibility between those subsets. Late-stage developmental plasticity is potentially perilous: interferon- $\gamma$  (IFN- $\gamma$ ) Th17 cells have been implicated in several human autoimmune diseases including inflammatory bowel disease (Annunziato et al., 2007), juvenile idiopathic arthritis (Nistala et al., 2010), and multiple sclerosis (Kebir et al., 2009); ex-Foxp3<sup>+</sup> Th17 cells play a pathogenic role in rheumatoid arthritis (Komatsu et al., 2014); and interleukin-17 (IL-17<sup>+</sup>) Th2 cells have been positively linked to the severity of asthma (Irvin et al., 2014). Elucidating the developmental pathways for these hybrid cells and identifying the factors that regulate Th-cell stability are therefore of critical importance.

Initial lineage specification is driven by cytokines, which activate signal transducer and activator of transcription (STAT) proteins: expression of T-bet is driven by IFN- $\gamma$ -STAT1 and IL-12-STAT4 (Schulz et al., 2009); ROR $\gamma$ t by STAT3 downstream of IL-6, IL-21, and IL-23 (Zhou et al., 2007). Less is known about the molecular mechanisms that sustain lineage identity. Epigenetic modifications stabilize gene expression and as such, are thought to play a key role in the maintenance of cell-fate commitment. However, the factors that co-ordinate chromatin changes with evolving TF networks in differentiating Th cells are not fully defined. One candidate is the vitamin A metabolite, retinoic acid (RA). RA is known to play a key role in directing the lineage fate of hematopoietic stem cells (Chanda et al., 2013), dendritic cells (DCs) (Klebanoff et al., 2013), innate lymphoid cells (ILCs) (Spencer et al., 2014), and CD4<sup>+</sup> T cells (Reis et al., 2013) through activation of the nuclear RA receptor (RAR). In addition to its classical role as a transcriptional regulator, recent studies in embryonic stem cells have identified RA-RAR as an epigenetic regulator (Kashyap et al., 2013; Urvalek and Gudas, 2014). RA synthesis is dynamically controlled at sites of T-cell priming during inflammation, where RA signaling on T cells has been demonstrated (Aoyama et al., 2013; Pino-Lagos et al., 2011). These studies suggest a potential role for RA in Th-cell plasticity. Indeed, RA is critical for Th1-cell immunity (Hall et al., 2011; Pino-Lagos et al., 2011) and RA has also been implicated in Th17-cell differentiation where its impact appears to be

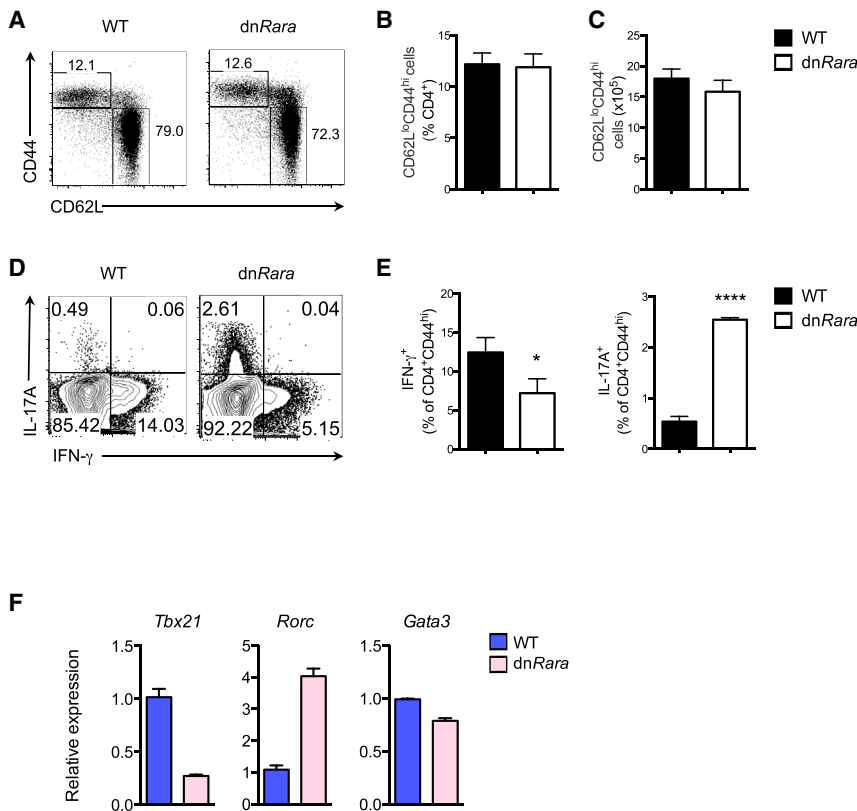

### Figure 1. RA Controls the Balance between Th1 and Th17 Effector Cells

(A) Splenic CD4<sup>+</sup> T cells from dnRara and WT littermate control mice. Numbers indicate percentage CD62L<sup>lo</sup>CD44<sup>hi</sup> cells (top left) or CD62L<sup>hi</sup>CD44<sup>lo</sup> T cells (bottom right) gated on CD4<sup>+</sup> cells. (B) Frequency and total number (C) of CD62L<sup>lo</sup>CD44<sup>hi</sup> in the CD4<sup>+</sup> T-cell population in WT and dnRara mice (n = 3 or 4 per group). (D) Intracellular IFN-γ and IL-17A expression in splenic CD4<sup>+</sup>CD44<sup>hi</sup> T cells after stimulation with phorbol 12-myristate 13-acetate (PMA) and ionomycin. (E) Statistical data from cells as in (D). (F) Quantitative real-time PCR analysis of *Tbx21*, *Rorc*, and *Gata3* in splenic CD4<sup>+</sup>CD62L<sup>lo</sup>CD44<sup>hi</sup> cells (as in 1A), sorted by flow cytometry. Data are from two or three independent experiments with similar results. Mean ± SEM, \*p < 0.05; \*\*\*\*p < 0.0001. See also Figure S1.

dose dependent: physiological concentrations of RA enhance Th17-cell differentiation in vitro (Takahashi et al., 2012), yet administration of higher concentrations of RA both in vitro and in vivo negatively regulates Th17-cell responses (Mucida et al., 2007; Takahashi et al., 2012; Xiao et al., 2008). Although RARα has been identified as the critical mediator of RA actions in CD4<sup>+</sup> T cells (Hall et al., 2011), to date a comprehensive analysis of the transcriptional targets of RARα in CD4<sup>+</sup> T cells has not been reported and the mechanism by which RA regulates these distinct Th-cell fates remains unresolved.

Here we show that RA-RARα is critical for maintenance of the Th1-cell lineage. Loss of RA signaling in Th1 cells resulted in the emergence of hybrid Th1-Th17 and Th17 effector cells. Global analysis of RARα binding and enhancer mapping revealed that RA-RARα directly regulated enhancer activity at Th1-cell-lineage-defining genes while repressing genes that regulate Th17-cell fate. In the absence of RA signaling, infectious and oral antigen induced inflammation resulted in impaired Th1-cell responses with deviation toward a Th17-cell phenotype. These findings identify RA-RARα as a key regulatory node that acts to sustain the Th1-cell response while repressing Th17-cell fate.

## RESULTS

### RA-RARα Regulates the Balance between Th1 and Th17 Cells

To directly assess the role of RA in Th-cell differentiation in vivo we used mice carrying a sequence encoding a dominant-

negative form of the RA receptor RARα (RARα403) targeted to ROSA26 downstream of a loxP-flanked “stop” (Isl) cassette. As shown previously (Pino-Lagos et al., 2011), interbreeding with mice expressing Cre recombinase from the *Cd4* promoter generates *Cd4<sup>cre</sup>dnRara<sup>Isl/Isl</sup>* progeny (dnRara mice) in which RA signaling is abrogated within the T-cell compartment. In contrast to *Rara*<sup>−/−</sup> mice, expression of this dnRARα disrupts the RA dependent activity of RARα while retaining the ligand independent effects, allowing the specific analysis of RA-dependent functions.

To investigate the role of RA in the generation of Th-cell subsets under steady-state conditions, we determined the expression of cytokines within CD4<sup>+</sup> T cells with an activated CD44<sup>hi</sup> phenotype. Examination of the peripheral CD4<sup>+</sup> T-cell compartment revealed equivalent frequencies and absolute numbers of CD44<sup>hi</sup>CD62L<sup>lo</sup>CD4<sup>+</sup> memory cells in 8-week-old dnRara mice and in Cre<sup>−</sup>, wild-type (WT), littermate controls (Figures 1A–1C). dnRara effector cells displayed reduced production of IFN-γ compared to their WT counterparts with a >5-fold increase in the frequency of IL-17<sup>+</sup> cells (Figures 1D and 1E). Examination of transcripts for the signature lineage-determining TFs showed reduced mRNA expression of *Tbx21* and significantly higher expression of *Rorc* in dnRara effector CD4<sup>+</sup> T cells (Figure 1F). Loss of RA signaling had no impact on Th2 effectors with equivalent levels of *Gata3* expression between dnRara and WT mice (Figure 1F) and similar frequencies of IL-4 producing CD4<sup>+</sup> T cells (data not shown).

The frequency and numbers of Foxp3<sup>+</sup> T cells in the periphery and thymus of dnRara mice were similar to control mice (Figures S1A and S1B), indicating that the increase in Th17 cells was not a consequence of reciprocal regulation by RA of Foxp3<sup>+</sup>CD4<sup>+</sup> T cells and Th17 cells (Mucida et al., 2007). Therefore it is likely that under steady-state conditions RA is critical for differentiation of Th1 cells, while also limiting the differentiation of Th17 cells.

### RA Promotes Th1-Cell Differentiation and Inhibits Development of Th17 Cells from Th1 Cell Precursors

We considered two alternative explanations of why *dnRara* mice exhibit reduced memory effector Th1 cells, in parallel with enhanced Th17 cells. The first possibility was that RA is required for the development of Th1 cells while independently suppressing the primary differentiation of Th17 cells. The alternative possibility was that RA is critical in restraining conversion of Th1 cells to Th17 cells. In order to resolve these two possibilities, naive CD4<sup>+</sup> T cells were differentiated in the presence of Th1 or Th17 polarizing cytokines. *dnRara* expressing CD4<sup>+</sup> T cells differentiated under Th1 cell conditions showed a markedly reduced capacity for IFN- $\gamma$  production (Figure 2A). Diminished cytokine production was not a consequence of impaired proliferative responses as naive CD4<sup>+</sup> T cells differentiated under Th1-cell conditions showed robust proliferation, equivalent to WT cells (Figure S2A). In addition, upregulation of the activation markers CD25 and CD44 indicated that *dnRara* T cells were not impaired in their ability to differentiate into effector cells (Figure S2B). Analysis of TF expression showed that ablating RA signaling resulted in a dramatic reduction in the expression of T-bet in CD4<sup>+</sup> T cells differentiated under Th1-cell conditions (Figure 2B). Strikingly, a substantial proportion of *dnRara* Th1 cells expressed ROR $\gamma$ t and co-expression of T-bet and ROR $\gamma$ t was observed at the single-cell level. Although we did not observe intracellular IL-17A in cells following brief stimulation with phorbol myristate (PMA) and ionomycin, analysis of supernatants from Th1 polarized cells, reactivated on day 6 of culture on anti-CD3 and anti-CD28 coated plates for 24 hr in non-polarizing media, showed increased expression of IL-17A alongside other Th17-cell-associated cytokines (IL-21 and IL-22) (Figure 2C). Furthermore, mRNA analysis of *dnRara* Th1 polarized cells revealed dramatic increases in expression of key signature Th17-cell genes (Figure 2D). Notably, these Th1 cells displayed the hallmarks of pathogenic Th17 cells with high amounts of *Il23r* expression but reduced amounts of IL-10 mRNA and protein (Figures 2C and 2D) (Basu et al., 2013).

In order to assess whether enhanced Th17 responses were a general feature of CD4<sup>+</sup> T cells in which RA signaling is disrupted, naive CD4<sup>+</sup> T cells from *dnRara* mice were differentiated under Th17 polarizing conditions. In contrast to our observations above, we did not observe an increase in the frequency of IL-17<sup>+</sup> cells in *dnRara* mice during primary differentiation into Th17 cells (Figure S2C), suggesting that RA restrains Th17-cell differentiation only in the context of a Th1 polarizing cytokine milieu. In support of this, ROR $\gamma$ t expression was not observed in *dnRara* expressing naive CD4<sup>+</sup> T cells differentiated under Th0 or Th2 conditions (Figure S2D).

The simultaneous expression of ROR $\gamma$ t and T-bet in *dnRara* Th1 cells suggested that RA-RAR $\alpha$  might act to constrain the deviation of Th1 committed cells toward the Th17-cell lineage. To determine whether the ROR $\gamma$ t<sup>+</sup> cells represented a distinct T-cell population that arose directly from naive CD4<sup>+</sup> T cells or from previously committed Th1 cells, we interbred *lfrng*<sup>eYFP</sup> (Great) reporter mice with the *dnRara* mice to allow the tracking of IFN- $\gamma$ <sup>+</sup> cells. Naive CD4<sup>+</sup> T cells from *dnRara-lfrng*<sup>eYFP</sup> or littermate control mice were activated under Th1 polarizing conditions. On day 7 of culture, eYFP<sup>+</sup> (IFN- $\gamma$ <sup>+</sup>) cells were FACS sorted and underwent genome-wide expression analysis. Key signature

Th17-cell genes, including Th17-cell cytokines and receptors for cytokines that promote Th17-cell differentiation (*Il17f*, *Il21*, *Il1r1*, *Il6ra*, and *Il23r*), were highly expressed in *dnRara* IFN- $\gamma$  expressing cells relative to WT mice, confirming a hybrid Th1-Th17-cell phenotype (Figure 2E). Of note, these Th1-Th17 cells retained high expression of *Il12rb2* and *Cxcr3* mRNA, equivalent to WT Th1 cells, while also expressing *Il23r* (Figure S2E). Genes associated with the Th2-cell subset such as *Gata3* and *Il4* were also dysregulated in *dnRara* Th1 cells consistent with a role for T-bet in repression of GATA3 (Zhu et al., 2012). These findings show that, in the absence of RA signaling, committed Th1-cell precursors can give rise to cells with a Th17-cell expression signature providing a new perspective on the origins of Th1-Th17 cells. Collectively, these data demonstrate that RA is not only required for Th1-cell differentiation but is also critical in suppressing Th17-cell development in Th1 polarized cells.

### RA-RAR $\alpha$ Is Required for Late-Phase, STAT4-Dependent T-bet Expression in Th1 Cells

Early expression of T-bet following TCR activation is dependent on IFN- $\gamma$ , whereas late expression of T-bet (post-termination of TCR signaling) has been shown to be dependent on IL-12 (Schulz et al., 2009). To distinguish a requirement for RA signaling in Th1-cell commitment from maintenance of Th1-cell fate, we examined the kinetics of T-bet expression in naive CD4<sup>+</sup> T cells cultured under Th1 polarizing conditions. Induction of T-bet was observed with comparable amounts of T-bet expression between WT and *dnRara* T cells at day 3 of culture, indicating that RA-RAR $\alpha$  signaling is not required for early Th1 lineage commitment (Figure 3A). However, T-bet expression was not sustained in *dnRara* Th1 cells, with substantially diminished expression of T-bet by day 5 of culture. Given that IFN- $\gamma$  promotes T-bet expression, the expression of T-bet was examined in the presence of recombinant IFN- $\gamma$ , in order to avoid potential indirect effects caused by reduced IFN- $\gamma$  production in *dnRara* Th1 cells. Exogenous IFN- $\gamma$  enhanced early T-bet expression in both *dnRara* and WT Th1 cells but did not rescue the late (>72 hr) impairment in T-bet expression (Figure 3A). IFN- $\gamma$  signaling, as measured by STAT1 phosphorylation, was not impaired at either time point (data not shown).

The late IL-12-dependent peak of T-bet expression observed in the presence of blocking IFN- $\gamma$  antibodies was abrogated in *dnRara* Th1-cell polarized cells (Figure 3A) suggesting impaired STAT4 activity. At day 3 of culture, comparable amounts of phosphorylated STAT4 (pSTAT4) were observed between *dnRara* and WT mice. By contrast, at day 6 of culture, IL-12 induced pSTAT4 was markedly impaired in *dnRara* T cells (Figure 3B) despite comparable expression of IL-12R $\beta$ 2 mRNA and protein expression and increased expression of *Il12rb1* mRNA (Figure 3C and 3D). Analysis of *Stat4* expression, demonstrated impaired induction of *Stat4* in the absence of RA signaling (Figure 3E) with reduced amounts of total STAT4 protein (Figure 3F). These findings suggest that the observed reduction in pSTAT4 in *dnRara* Th1 cells is a consequence of diminished STAT4 expression. Consistent with deviation toward the Th17-cell lineage, we observed enhanced pSTAT3 activity in Th1-cell polarized *dnRara* cells with an increased ratio of pSTAT3/pSTAT4 (Figures S3A and S3B).

To evaluate whether the impairment in T-bet and STAT4 expression correlated with changes in IFN- $\gamma$ , the time course

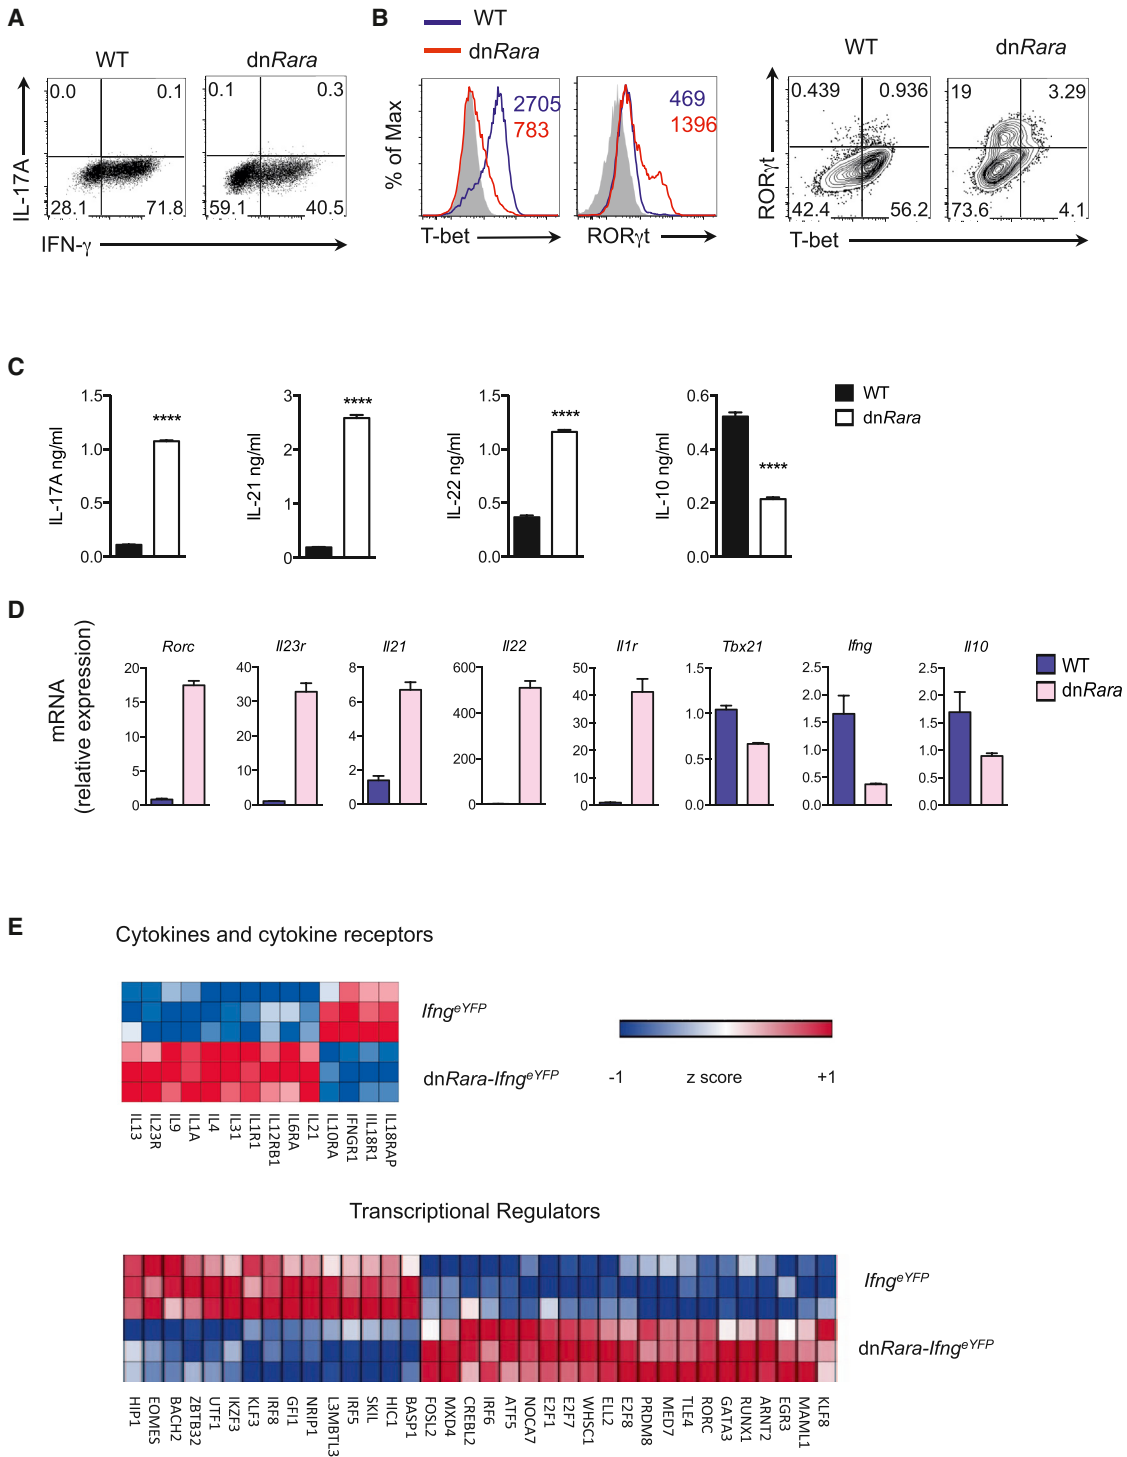

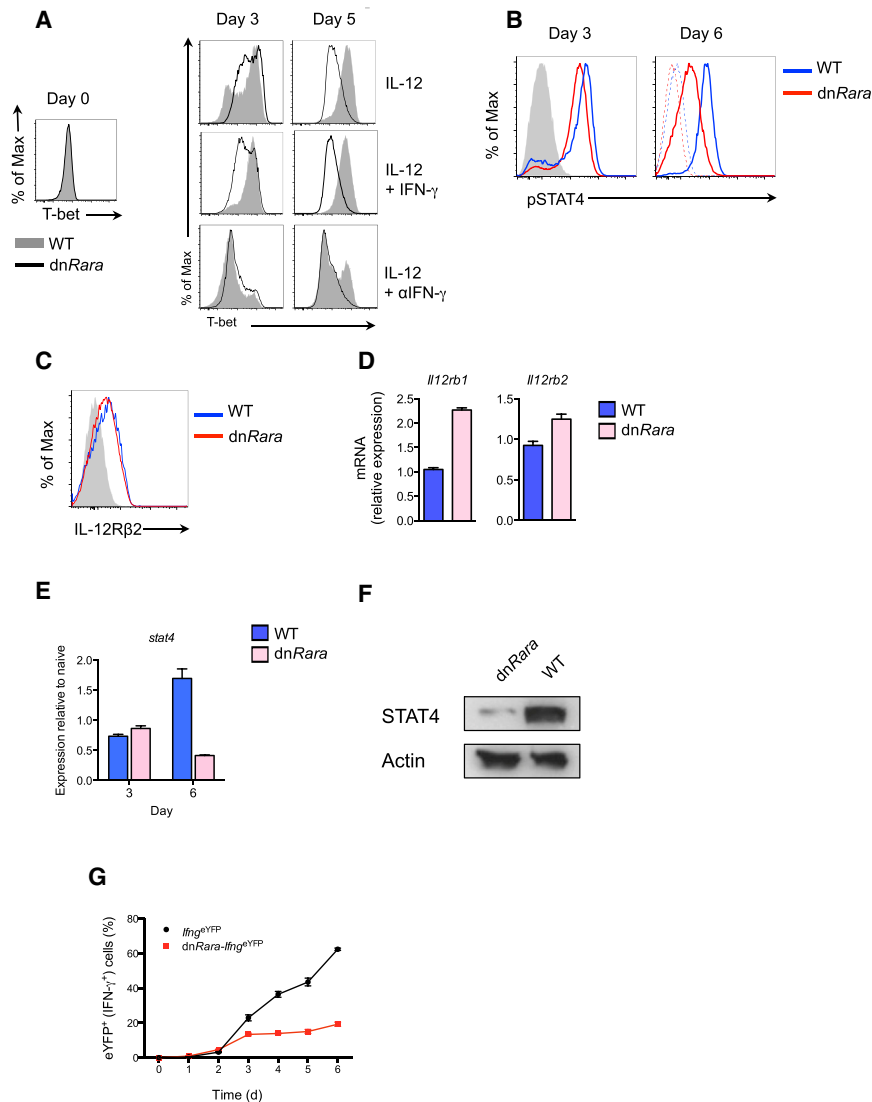

### Figure 3. RA Required for Late Phase T-bet Expression

(A) Naive CD4 $^{+}$  T cells from dnRara and WT mice were differentiated under Th1 conditions with combinations of IFN- $\gamma$  or IFN- $\gamma$  antibody. T-bet expression analyzed at the indicated time points. Histograms gated on CD4 $^{+}$  T cells.

(B) Flow cytometric analysis of STAT4 phosphorylation in naive CD4 $^{+}$  T cells from dnRara and WT mice differentiated under Th1 conditions. Cells analyzed directly from culture after 3 days (left panel) or on day 6 following treatment with (solid lines) or without (dashed lines) 25 ng/ml IL-12 for 30 min (right panel). Shaded histogram displays pSTAT4 staining in cells cultured under Th0 conditions.

(C) Cell-surface expression of IL-12R $\beta$ 2 on day 6 of culture.

(D) Quantitative real-time PCR analysis of *Il12rb1* and *Il12rb2* on day 6.

(E) Quantitative real-time PCR analysis of *Stat4* in Th1 polarized cells at indicated time points. Expression relative to naive CD4 $^{+}$  T cells.

(F) Western blot analysis of total STAT4 protein on day 6 of Th1 culture.

(G) Naive CD4 $^{+}$  T cells from dnRara-*lflng* $^{eYFP}$  and control mice were activated under Th1 conditions. Frequency of IFN- $\gamma^{+}$  (eYFP $^{+}$ ) cells at indicated time points, gated on viable CD4 $^{+}$ .

Data representative of two to three independent experiments. Mean  $\pm$  SEM.

See also Figure S3.

of IFN- $\gamma$  expression following initiation of Th1-cell polarization was analyzed in naive dnRara-*lflng* $^{eYFP}$  expressing CD4 $^{+}$  T cells. The kinetics of IFN- $\gamma$  induction, as measured by frequency of eYFP $^{+}$  cells, closely mirrored WT cells during the first 72 hr of culture but expression was not sustained in the absence of RA signaling (Figure 3G). Collectively, these data show that RA plays a temporal role in Th1 differentiation, maintaining Th1-cell commitment through regulation of T-bet and STAT4.

### RA-RAR $\alpha$ Regulates Th1-Cell Plasticity

Alterations in the stable expression of lineage-determining TFs are thought to underlie Th-cell stability or plasticity. The emergence of Th1-Th17 cells together with the loss of T-bet expression, sug-

How the deposited data were processed for this re-analysis (not part of the article)

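RNA from day 6 Th1 cultures of 3 dn*Rara* and 3 WT replicates was measured on 6 one-colour Agilent arrays. The scanner software (Feature Extraction 10.7.3.1) subtracted the background and detrended each array, and the authors quantile normalized these intensities between arrays and took log2 values. The detection p-values, used only for the criteria of the paper's methods, were made by the same software as a test of each spot against its background, per the file headers. The re-analysis started from the background-corrected signal of each array, left out spots marked as outliers, quantile normalized over the non-control probes, took log2 values and averaged the spots of a probe. It was run in R 4.3.3 with limma 3.58.1. The result correlated with the authors' log2 values at 0.9999 on each array. Between 37.1% and 44.5% of probes were well above background, and no probe was saturated. The number of arrays, not counts, limits the precision.

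Limma (lmFit and eBayes) compared the groups over 23277 probes that were well above background on at least 2 of 3 arrays of a group. A call needed a Benjamini-Hochberg adjusted p of at most 0.05, a fold change of at least 1.5 and signal on at least 2 arrays of the brighter group. A gene counted once if any of its probes was called. Where the dimmer group was not above background on every array, the fold is a lower bound, with each array set to no less than its lowest signal called well above background. Gene lists were tested with camera (preset inter-gene correlation 0.01), with fry and with an estimated correlation, and adjusted over the lists tested. The lists were of Th17, Th1, Th2, interferon response, sterol synthesis, cell cycle, RA response, B cell, myeloid cell, T cell, CD8 T cell and sex genes. The CD8 list had 1 tested gene and was not tested as a list. Named genes were those the paper names for these arrays or for other Th1 cultures of the same mice, *Rara*, the genes of the lists, and the 5 called genes with the largest fold change in each direction without overlap of the groups. Of these, 4 had no probe. The values of some named genes are not reported here.

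The tests, thresholds, lists, named genes and most alternatives were set before the data were examined. That plan did not say which probes set limma's variance prior. The prior from the tested probes was chosen after counts had been seen with the prior from all probes and from the tested probes, with and without an intensity trend, and with and without the slide as a block, under each normalization. Probes at the floor have artificially small variance, which was the reason for the choice. The prior from all probes, the intensity trend, and the block with the trend are given as alternatives added after seeing the data. The alternatives set beforehand were scaling to the 75th percentile, normexp background correction with an offset of 50, no filter and a stricter filter on dim probes, the authors' values, the slide as a block, the mean of a gene's probes, the criteria of the paper's methods with and without adjustment, an unadjusted p, a fold change of 2, counting probes, and leaving out each array. Replicate number and slide coincide, so both blocks are the same fit. Pairing was not used in the reported values because the study's own test was unpaired. Deviations of arrays with the same number from their group means correlated at 0.32, 0.08 and 0.45. Variation shared within a slide is therefore not excluded, and the fit with the slide as a block is given as an alternative.

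The pipeline was tested on simulated data with 200 changed probes among 23277. It called 108 of them (54%), 89.4% of those changed by 3 on the log2 scale, with 6 false calls and 0 in the wrong direction. The criteria of the paper's methods found 179 with 871 false calls. With the slide as a block the simulation gave 0 calls, although 93% of the changed probes had an unadjusted p of at most 0.05. The smallest adjusted p there was 0.0591. The median signed error of the recovered log2 changes was 0.002. The simulated changes lay on bright probes only, with noise independent between probes and arrays and without effects of slide or sex. These rates may therefore not hold for the real calls. Chromatin data of the study and other cultures were not analysed here. One printed name of Table S3 could not be matched.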

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

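Of the tests in this part, those of the slides, of other cell types, of the scaling and of single probes were chosen only after the results were seen. These signals are in genes the paper does not discuss and lie above the level in WT Th1 cells.

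The interferon response genes were higher in dn*Rara* Th1 cells, with a median log2 difference of 1.73 over 28 genes, and all 28 were higher on each of the 3 slides (adjusted p = 1.04e-21 with camera, 0.00836 with fry and 0.103 with an estimated correlation). The median was also 1.73 with 3 genes at their bound, and 6 of the genes are in Table S3. Of these 28 genes, *Irgm1* and *Cxcl10* were also called on their own. Each lost its call with 5 of the 6 arrays left out in turn (adjusted p of 0.0882 to 0.16 and of 0.0647 to 0.138), *Irgm1* keeping it only without dn*Rara* replicate 3 and *Cxcl10* only without dn*Rara* replicate 2. Both also lost it with the prior from all probes (0.0695 and 0.0839), and *Irgm1* with the slide as a block (0.075). Genes outside the list were called higher too, among them *Ifnb1* and *Ifih1*. Their fitted log2 differences were 3.23 and 3.00 (adjusted p = 0.00763 each from limma). They were picked from the called genes after the results were seen, so they are no separate test. A difference between slides is argued against by the smallest median within a slide, 1.36, and a trend with signal level or GC content by a median of 1.71 after that trend was removed, where the middle 95% of 10000 random lists lay between -0.22 and 0.15. Myeloid or B cells that bring their abundant transcripts are argued against, since 20 of the 30 genes on their lists were above background on no dn*Rara* array. *Lyz2*, *Ighm*, *Cd79a* and *Tyrobp* are among the 20, and *Tyrobp* was above background on 2 WT arrays. Of the 30 genes, 8 were above background in dn*Rara* cells and 8 in WT cells, 6 of them in both. Other genes of the lists went the other way. *Ctss* (13.07 against 11.49 in WT on the log2 scale), *Cd68* (8.80 against 7.75) and *Mpeg1* (at least 4.17-fold, in Table S3) were higher in dn*Rara* cells. Of these, *Ctss* was called (adjusted p = 0.0339 from limma). *Itgam* was bright in both groups (11.46 and 11.69). Outside the lists, *Cd74*, *Cd83*, *F13a1* and *C2* were also called higher (adjusted p = 0.0437, 0.00763, 0.0138 and 0.0191 from limma). Whether they came from the T-cell-depleted splenocytes that the cultures were started with was not tested. Cells that lack the 20 transcripts, and other cell types, stay open. Of 10 splits of the arrays, 1 gave a median as far from 0, the real one, and 10 splits alone cannot exclude chance. The dn*Rara* arrays were also brighter on every slide, and a cause tied to RNA quality or labelling within a group was not tested. An effect of blocked RA signaling on interferon responses may therefore be proposed only as a hypothesis.

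The T cell genes had a median log2 difference of 0.39 over 11 genes (adjusted p = 0.00334 with camera, 0.111 with fry and 0.431 with an estimated correlation), with 9 of 11 higher. With each array scaled to its 75th percentile the median was 0.01, where the median of all tested probes shifted to -0.08. The scaling between arrays may thus account for this difference. Of 10 splits, 2 gave a median as far from 0, the other parting dn*Rara* replicates 1 and 2 and WT replicate 1 from the rest, and 10 splits alone cannot exclude chance.

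*Wnt10a*, *5830411N06Rik*, *Penk* and *Cd83* were at least 55.7-fold, 38.2-fold, 55.2-fold and 11-fold higher in dn*Rara* Th1 cells (adjusted p = 0.00365, 0.0122, 0.0332 and 0.00763 from limma), on 3 of 3 arrays each. They were named with *Il22* as the genes called higher with the largest fitted difference at their brightest probe, an order that is not exact where WT cells were at background. With normexp background correction, which adds an offset to each signal, the fitted differences were 20.9-fold, 12.1-fold, 18.7-fold and 4.46-fold, so the bounds hold for background-subtracted signals only. Each kept its call with it. *Penk* was above background on 1 WT array and lost its call with the prior from all probes (adjusted p = 0.0749), without a filter on dim probes (0.132), and without dn*Rara* replicate 1 (0.0955), dn*Rara* replicate 2 (0.096), WT replicate 2 (0.0663) or WT replicate 3 (0.103). *5830411N06Rik* lost its call without a filter (0.0777), without dn*Rara* replicate 1 (0.0604) and without WT replicate 2 (0.0568). Single probes that misread cannot be told apart from a real change for the other genes, since only *5830411N06Rik* has other probes above background in dn*Rara* cells. Both of those 2 probes rose. No biological explanation was tested beyond the difference in RA signaling between the groups.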

How the results depend on the processing

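A count is called the same when it is within 1.5 times the reported one, and a change of sign counts only where a value passes its threshold or exceeds the SD between replicates. No result reversed under this rule. The fit reported was chosen after several had been seen, so its counts are one choice among those below. The causes of the changes were not tested, apart from the stricter or absent adjustment and filters, which change the number of tests by construction.

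The counts of lower and higher genes, and the Table S2 and Table S3 genes among them, were 34, 82, 8 and 2 as reported. They were 67, 155, 16 and 5 with normexp background correction and 13, 22, 1 and 0 without a filter on dim probes. With the stricter filter they were 62, 162, 11 and 4, and with the slide as a block 26, 54, 4 and 2. The criteria of the paper's methods gave 916, 1268, 76 and 55, the same with adjustment 7, 9, 1 and 0, and limma's unadjusted p 977, 1479, 70 and 51. Settings added after seeing the data gave 24, 54, 5 and 0 with the prior from all probes, 56, 148, 11 and 6 with an intensity trend, and 157, 317, 22 and 16 with the block and the trend. In the simulation the block gave 0 of 200 true calls, so a lower count with the block alone says little about slides. With an array left out, the counts ranged from 10 to 41, from 15 to 184, from 2 to 8 and from 0 to 7. The counts of lower and higher genes were lowest without WT replicate 2 and highest without dn*Rara* replicate 3. Without WT replicate 2, 18 of the 25 called genes were among those called from all 6 arrays. Fold change 2, the authors' values, the mean of probes, counting probes and 75th percentile scaling left all 4 counts, where computed, within 1.5 times. The odds ratio of 12 between the shares of lower and higher genes in the tables fell to 4.62 with the slide as a block (Fisher's exact test, p = 0.0838), and to 7.89 and 6.06 without dn*Rara* replicate 1 (p = 0.0657) and dn*Rara* replicate 3. Without a filter, with the adjusted criteria of the paper's methods, with the prior from all probes and without any other array, no higher gene was in Table S3 and no odds ratio could be given.

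For *Il22* the fitted log2 difference, which is no bound since WT cells were at background, was 6.66 without a filter (adjusted p = 0.0824) and ranged from 6.05 to 7.44 with an array left out. With normexp background correction it was 3.05, below the bound given. So were the fitted differences of the other genes given as a bound that were computed with it, such as *Wnt10a* (4.39), *Penk* (4.23), *Cd83* (2.16) and *I830127L07Rik* (-2.45). That correction adds an offset of 50, which lowers the folds of dim probes by construction. *Irf8* was -2.90 without a filter (adjusted p = 0.0715) and ranged from -3.06 to -2.67. *Il6ra* passed with the block and trend (1.83, adjusted p = 0.0407). *Il21* and *Il12rb1* passed under none of the settings with an adjusted p. *Il1r1* and *Il23r* were tested only without a filter and with the criteria of the paper's methods, and did not pass there. *Il4* lost its call under 8 settings, among them the prior from all probes, and *Tbx21* gained one under 6, of which 2 use an unadjusted p. *Tmprss13*, *Pde2a* and *Penk* also lost theirs with the prior from all probes, and *Tmprss13* and *Pde2a* with the slide as a block (adjusted p = 0.0563 each). Over all settings these 3 lost it under 9, 9 and 7. *Irgm1*, *Fam43a*, *Cxcl10* and *Il9* lost theirs under 9, 8, 9 and 7, among them the prior from all probes, and *Irgm1* also with the slide as a block (0.075).

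For the gene lists, fry gave adjusted p = 0.105 for Th17, 0.105 for Th1, 0.0617 for cell cycle and 0.111 for T cell genes, all past the threshold with camera. With the estimated correlation these were 0.378, 0.338, 0.338 and 0.431, and 0.103 for both interferon response and sterol synthesis genes, so no list passed. The T cell median was 0.01 under 75th percentile scaling. The Th2 list passed with that scaling (median 1.18, adjusted p = 0.0303), without a filter (1.13, 0.0258), with the block (1.26, 0.0339), and without dn*Rara* replicate 2 (1.31, 0.044), dn*Rara* replicate 3 (1.96, 0.0471) or WT replicate 1 (1.32, 0.0478). With an array left out, the medians ranged from 0.24 to 1.51 for Th17, from -1.12 to -0.42 for Th1, from 0.53 to 1.96 for Th2, from 0.41 to 3.91 for sex, from -1.63 to -0.08 for B cell, from -0.35 to 0.53 for myeloid cell and from -0.44 to 0.93 for RA response genes. The medians of the other 4 lists stayed within 1.5 times. With an array left out, the Th17 list failed only without dn*Rara* replicate 1 (adjusted p = 0.0557), and the sex genes passed only without WT replicate 3 (adjusted p = 0.0428). The share of probes above background, 37.1% to 44.5%, limits what can be said of *Il1r1* and *Il23r*.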

Differences from the paper's values

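The paper reports 740 downregulated and 1169 upregulated genes, where limma's adjusted p gave 34 and 82. Of the alternatives set before the data were examined, the criteria of the paper's methods (916 and 1268) and limma's unadjusted p (977 and 1479) lie within 1.5 times of the paper's counts, and the others do not. The paper lists 76 and 56 bound genes in Tables S2 and S3, of which 8 and 2 were called here. The criteria of the paper's methods give 76 and 55, and limma's unadjusted p 70 and 51. The other alternatives differ. The paper's share of bound genes is 10.3% of lower genes, against 23.5% here. It is within 1.5 times with no filter on dim probes (7.69%), the slide as a block (15.4%), the criteria of the paper's methods (8.3%) and the same adjusted (14.3%), and limma's unadjusted p (7.16%), and not with the others set beforehand. It is also within 1.5 times with the slide block and trend together (14%), chosen after seeing the values. The paper's share is 4.8% of higher genes, against 2.44% here. It is within 1.5 times with normexp background correction (3.23%), the slide as a block (3.7%), the criteria of the paper's methods (4.34%), limma's unadjusted p (3.45%), and without dn*Rara* replicate 1 (5%) or dn*Rara* replicate 3 (3.8%), and not with the others set beforehand. It is also within 1.5 times with the intensity trend (4.05%) and with the slide block and trend together (5.05%), both chosen after seeing the values.

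The paper states that *Tbx21* and *Stat4* fell in dn*Rara* Th1 cells. The directions were the same here, but limma gave adjusted p = 0.0649 and 0.186. Both are called by the criteria of the paper's methods and by limma's unadjusted p. *Tbx21* is also called with normexp background correction and the stricter filter, and with the intensity trend, chosen after seeing the values. With the slide block and trend together, also chosen after seeing the values, both are called. The paper states that *Il21* and *Il6ra* were derepressed, with adjusted p = 0.187 and 0.102 here. The criteria of the paper's methods and limma's unadjusted p call them. *Il6ra* is also called with the block and trend chosen after seeing the values. The paper states the same of *Il12rb1*, which was called under no setting, and of *Il23r* and *Il1r1*. *Il23r* and *Il1r1* were above background on 1 array each, so most settings did not test them and none called them. The paper also measured *Stat4*, *Il12rb1*, *Il23r*, *Il6ra* and *Runx1* by real-time PCR, and T-bet, STAT4 and IL-6Rα as protein. Those measurements were not analysed here.

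The paper places *Ifng* among genes whose enhancer changes were mirrored in transcripts, where its log2 difference was 0.00 and no setting called it. It describes *Runx1* as among genes found to be differentially expressed on the arrays, where the log2 difference was 0.55 (adjusted p = 0.721) and no setting called it. It reports that it did not identify Th2-cell-associated genes among the targets of RARα. On the list used here, *Gfi1* is in Table S2 and was at least 23.7-fold lower (adjusted p = 0.0849).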

Other observations

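Of the tests in this part, those of the slides and of failed spots were chosen only after the results were seen.

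The number of genes called, 116, was as large in 1 of 10 splits of the arrays, the real one, and the other splits gave 0 to 7. A share of 10 splits cannot fall below 0.1, so the splits alone cannot exclude chance. In the simulation with 3 arrays per group, limma made 6 false calls beside 108 true ones. Its noise was independent and its changes lay on bright probes, so that rate may not hold for these calls. Each slide held 1 array of each group, so a difference between slides could not by itself separate the groups. With the slide as a block 80 genes were called. Among them were 15 of the 34 genes reported as lower and 33 of the 82 reported as higher.

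The sterol synthesis genes were lower in dn*Rara* Th1 cells, with a median log2 difference of -0.54 and 22 of 23 lower (adjusted p = 2.37e-09 with camera, 0.00836 with fry and 0.103 with an estimated correlation), and 5 of them are in Table S2. Within slides the median nearest 0 was -0.47, and -0.57 remained after a trend with level and GC content was removed, where the middle 95% of 10000 random lists lay between -0.24 and 0.18. The cell cycle genes had a median of -0.42, with 20 of 21 lower and -0.21 within the slide nearest 0 (adjusted p = 8.62e-07 with camera and 0.0617 with fry), and 3 are in Table S2. For each list 1 of 10 splits, the real one, was as far from 0, and 10 splits alone cannot exclude chance. Blocked RA signaling may lower either program, as a hypothesis only.

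The Th17 genes had a median of 1.24, or 1.20 with 3 genes at their bound, with 9 of 10 higher (camera, adjusted p = 0.00047, and a median of 0.24 with adjusted p = 0.0557 without dn*Rara* replicate 1), and 1 of 10 splits was as large. The Th1 genes had a median of -0.73, with 11 of 15 lower (camera, adjusted p = 0.000136), and a median of -1.12 without dn*Rara* replicate 1 and of -0.42 without dn*Rara* replicate 3 (adjusted p = 8e-07 and 0.042). Of 10 splits, 2 were as far from 0. The other split parts dn*Rara* replicate 1 and WT replicates 1 and 3 from the rest. The splits alone cannot exclude chance for either list. The RA response, B cell, myeloid cell and sex genes had medians of -0.06, -0.17, -0.22 and 2.71 (camera, adjusted p = 0.991, 0.47, 0.708 and 0.154). The median of the sex genes was 1.86 with all 3 at their bound. With an array left out, the medians of these 4 lists moved by over 1.5 times. In the same order they were 0.93 without dn*Rara* replicate 3, -1.63 without dn*Rara* replicate 1, 0.53 without WT replicate 2 and 0.41 without WT replicate 2. The median and mean of the myeloid cell list, -0.22 and 0.32, differed in sign. Of the CD8 T cell genes, *Cd8b1* was tested and was at least 4.09-fold higher in dn*Rara* cells (adjusted p = 0.165 from limma).

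In dn*Rara* replicate 3 the Th17 genes lay 1.81 below the other dn*Rara* arrays (log2 difference -1.81), all 10 of them lower. WT cells mixed into that replicate, or a wrong label, are argued against by 41 genes called lower from the other 5 arrays. Their median share of the distance between dn*Rara* and WT was 0.998 in that replicate (quartiles 0.71 and 1.24). For 184 genes called higher the share was 0.566 (quartiles 0.15 and 0.844), so the lower signal is not limited to the Th17 genes. In WT replicate 3, on the same slide, the Th17 genes lay lower as well (median -0.80), so an effect of that slide cannot be told apart from a difference between cultures with 1 WT array on it.

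The Y-linked genes *Ddx3y*, *Eif2s3y* and *Uty* were not above background on the array of WT replicate 2 alone, where 2 of 2 *Xist* probes were. The brightest *Xist* probe was also above background in dn*Rara* replicate 2, beside the Y-linked genes. Failed spots are argued against by a loss of 1.82% of 12069 probes of like level there. Whether the sex of the mice made the calls cannot be told from these arrays. Without WT replicate 2 the calls fell to 10 lower and 15 higher genes. At 100% of the 135 called probes at least 80% of the change remained, but these were chosen with that array included. Among them 0 lie on chromosome Y and 5 on X.

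Among genes the paper measured in other cultures, *Batf*, *Irf4*, *Il10* and *Il12rb2* had log2 differences of 0.65, 0.36, 0.27 and 0.31 (adjusted p = 0.537, 0.836, 0.894 and 0.854 from limma). *Cxcr3* had -2.16 (adjusted p = 0.095), and *Rara* 0.54 (adjusted p = 0.553). With an array left out, *Batf* ranged from 0.14 to 0.96, *Irf4* from -0.16 to 0.94 and *Rara* from 0.18 to 0.88. *Il10* ranged from -0.61 to 0.78 and *Il12rb2* from -0.22 to 1.02, so these and *Irf4* changed sign. *Il17a* and *Il17f* were not above background on any array. For these arrays no restimulation before harvest is described. The paper measured *Il10* and Th17-cell transcripts in cells stimulated with PMA and ionomycin, and IL-17A protein after reactivation. The values here are therefore not like for like with those. The genes called lower with the largest fitted difference at their brightest probe were *Il1rl1*, at least 64.2-fold, *I830127L07Rik*, at least 19.9-fold, *Gimap7*, at least 30.9-fold, *Tmprss13*, at least 29.7-fold, and *Pde2a*, with a log2 difference of -4.68. The order of those given as a bound is not exact, and dimmer probes of other genes were not ranked. *Tmprss13* and *Pde2a* were not called with the slide as a block (adjusted p = 0.0563 each) or with the prior from all probes (0.0749 and 0.0792). With an array left out, *Tmprss13* was called only without dn*Rara* replicate 3 and *Pde2a* only without WT replicate 3, and otherwise their adjusted p lay between 0.0763 and 0.111 and between 0.0575 and 0.122. Without WT replicate 2, *Il1rl1* and *Gimap7* were not called either (0.0535 and 0.0568). The bounds hold for background-subtracted signals, and with normexp background correction *Il1rl1*, *I830127L07Rik*, *Gimap7* and *Tmprss13* were 18.6-fold, 5.47-fold, 12.6-fold and 7.85-fold lower.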
